# Centriolar satellites are required for efficient ciliogenesis and ciliary content regulation

**DOI:** 10.15252/embr.201947723

**Published:** 2019-04-25

**Authors:** Ezgi Odabasi, Seref Gul, Ibrahim H Kavakli, Elif N Firat‐Karalar

**Keywords:** centriolar satellites, Hedgehog, PCM1, primary cilium, Cell Adhesion, Polarity & Cytoskeleton

## Abstract

Centriolar satellites are ubiquitous in vertebrate cells. They have recently emerged as key regulators of centrosome/cilium biogenesis, and their mutations are linked to ciliopathies. However, their precise functions and mechanisms of action remain poorly understood. Here, we generated a kidney epithelial cell line (IMCD3) lacking satellites by CRISPR/Cas9‐mediated PCM1 deletion and investigated the cellular and molecular consequences of satellite loss. Cells lacking satellites still formed full‐length cilia but at significantly lower numbers, with changes in the centrosomal and cellular levels of key ciliogenesis factors. Using these cells, we identified new ciliary functions of satellites such as regulation of ciliary content, Hedgehog signaling, and epithelial cell organization in three‐dimensional cultures. However, other functions of satellites, namely proliferation, cell cycle progression, and centriole duplication, were unaffected in these cells. Quantitative transcriptomic and proteomic profiling revealed that loss of satellites affects transcription scarcely, but significantly alters the proteome. Importantly, the centrosome proteome mostly remains unaltered in the cells lacking satellites. Together, our findings identify centriolar satellites as regulators of efficient cilium assembly and function and provide insight into disease mechanisms of ciliopathies.

## Introduction

The vertebrate centrosome/cilium complex is composed of centrosomes, cilia, and centriolar satellites. The evolutionarily conserved microtubule‐based cylindrical structures, centrioles, recruit the pericentriolar material to form the centrosome 1, 2. In quiescent and differentiated cells, the older mother centriole functions as a basal body to nucleate the formation of flagella and cilia, microtubule‐based structures projecting out from the apical surface of cells. In addition to these conserved structures, specific to vertebrate cells is the array of 70‐ to 100‐nm membraneless granules termed centriolar satellites, which localize to and move around the centrosome/cilium complex in a microtubule‐ and dynein‐/dynactin‐dependent manner and are implicated in active transport or sequestration of centrosome and cilium proteins 3, 4, 5.

The assembly and function of the centrosome/cilium complex are regulated in response to cell cycle cues and environmental factors. In interphase cells, the centrosome nucleates and organizes the microtubule array, which functions in vesicular trafficking, cell motility, and maintaining cell shape and polarity 6, 7. Centrosomes duplicate in S phase and form the bipolar mitotic spindle during mitosis 8, 9. In quiescent cells, centrioles dock to the plasma membrane to form the primary cilia, which function as a nexus for developmentally important signaling pathways like Hedgehog and Wnt signaling 10. Primary cilium formation is a highly complex and regulated process that is mediated through intracellular pathway in the majority of cells and extracellular pathway in polarized epithelial cells 11, 12. Given that centrosomes and cilia are indispensable for key cellular processes, their structural and functional defects are associated with a variety of human diseases including cancer and ciliopathies 8, 13. Elucidating the mechanisms that regulate the assembly and function of the centrosome/cilium complex in time and space is required to define the molecular defects underlying these diseases.

Centriolar satellites have recently emerged as key regulators of centrosome/cilium complex biogenesis 3, 5, 14. Consistently, mutations affecting satellites components are linked to diseases associated with defects in the centrosome/cilium complex such as ciliopathies, primary microcephaly, and schizophrenia 3, 15, 16, 17. Ciliopathies are genetic diseases characterized by a multitude of symptoms including retinal degeneration and polycystic kidney disease 18, 19. Why defects of the broadly expressed centrosome/cilium complex components are reflected as clinically restricted and heterogeneous phenotypes among different tissue types is unknown. Corroborating the link between satellites and ciliopathies, loss of satellites in zebrafish caused characteristics of cilium dysfunction, analogous to those observed in human ciliopathies 20.

Although centriolar satellites are ubiquitous in vertebrate cells, their size and number vary among different cell types, and change in response to signals including cell cycle cues and stress 21, 22, 23. In different cell types and tissues, their cellular distribution ranges from clustering at the centrosomes, nuclear envelope, and/or basal bodies, to scattering throughout the cytoplasm 24, 25, 26. This variation suggests that satellites might have cell type‐ and tissue‐specific functions. Elucidation of these functions could provide important insight into the mechanisms underlying the phenotypic heterogeneity of ciliopathies.

Over 100 proteins have been defined as satellite components through their co‐localization with or proximity to PCM1 (pericentriolar material‐1), the scaffolding protein of satellites that mediates their assembly and maintenance 3, 27. Phenotypic characterization of various satellite proteins has defined functions in cilium formation, centrosome duplication, microtubule organization, mitotic spindle formation, chromosome segregation, actin filament nucleation and organization, stress response, and autophagy 3, 23, 28, 29, 30, 31, 32, 33, 34, 35, 36. However, these may not be satellite‐specific functions per se, because all satellite proteins identified so far except for PCM1 localize to both satellites and centrosomes and/or cilia.

Satellite‐specific functions have been identified through transient or constitutive depletion of PCM1 from cells, which causes satellite disassembly 36, 37. Transient PCM1 depletion causes defects in protein targeting to the centrosome, interphase microtubule network organization, cell cycle progression, cell proliferation, and cilium formation, as well as neuronal progenitor cell proliferation and migration during cortical development 37, 38, 39, 40, 41. A recent study generated human PCM1^−/−^ retinal pigmental epithelial (RPE1) cells and showed that satellites are essential for cilium assembly, where they sequester the E3 ubiquitin ligase Mib1 and prevent degradation of the key ciliogenesis factor Talpid3, which is required for the recruitment of ciliary vesicles 36. However, because RPE1::PCM1^−/−^ cells did not ciliate, they did not allow assessment of satellite‐specific functions in ciliary signaling and ciliary targeting of proteins, which are among the predominant phenotypic defects underlying ciliopathies. Therefore, a major unresolved question that pertains to our understanding of satellites and their relationship to specific ciliopathies is the identification of the full repertoire of satellite‐specific functions.

In this study, we generated kidney epithelial cells that are null for centriolar satellites by ablating the core satellite component PCM1 using genome editing and studied the cellular and molecular consequences specifically of satellite loss on both centrosome‐ and cilium‐related cellular processes. We chose mouse inner medullary collecting duct (IMCD3) cells to complement RPE1 cells because they are Hedgehog‐responsive, they form epithelial spheroids that are dependent on cilia functions when grown in a three‐dimensional matrix, and they ciliate using the extracellular ciliogenesis pathway, whereas RPE1 cells use the intracellular pathway. Together, our results identify satellites as key regulators of ciliogenesis, ciliary signaling, tissue architecture, protein targeting, and cellular proteostasis, and provide insight into the mechanisms underlying specific ciliopathies.

## Results

### Disruption of *PCM1* causes loss of centriolar satellites in kidney epithelial cells

To determine the cellular functions of centriolar satellites, we generated satellite‐less cells by disrupting the *PCM1* gene in mouse kidney epithelial IMCD3 cells. Homozygous null mutations in both alleles of the *PCM1* locus were made using CRISPR/Cas9‐mediated genome editing with guides designed to target exon 3 (protein‐coding exon 2) in IMCD3 cells (Fig EV1A and B). We isolated three PCM1^−/−^ IMCD3 clones (hereafter IMCD3 PCM1 KO) and one control colony (hereafter WT) that was transfected with the plasmid encoding the scrambled gRNA. Sequencing of the PCM1 alleles identified these clones as compound heterozygotes bearing premature stop codons that result from small deletions of < 20 base pairs and/or insertion of one or two base pairs around the cut site (Fig EV1A and B). Immunoblot analysis of whole‐cell lysates with two different polyclonal antibodies, one directed against the N‐terminal 1–254 amino acids and the other against the C‐terminal 630–726 amino acids of PCM1, showed that PCM1 was not expressed in the IMCD3 PCM1 KO clones and that LAP‐PCM1 was expressed in the rescue line (Fig 1A). Immunofluorescence analysis of these clones with the N‐terminal antibody and an antibody targeting the C‐terminal 1,665–2,026 amino acids of PCM1 further validated lack of PCM1 expression (Figs 1B and EV1C). The absence of PCM1 signal in the PCM1 KO clones with the C‐terminal PCM1 antibody eliminated the possibility that in‐frame gene products downstream of the gRNA‐target site were initiated, and showed that PCM1 alleles in these clones are likely to be null mutations, which was confirmed by mass spectrometry‐based quantitative global proteome analysis described below.

**Figure EV1:**
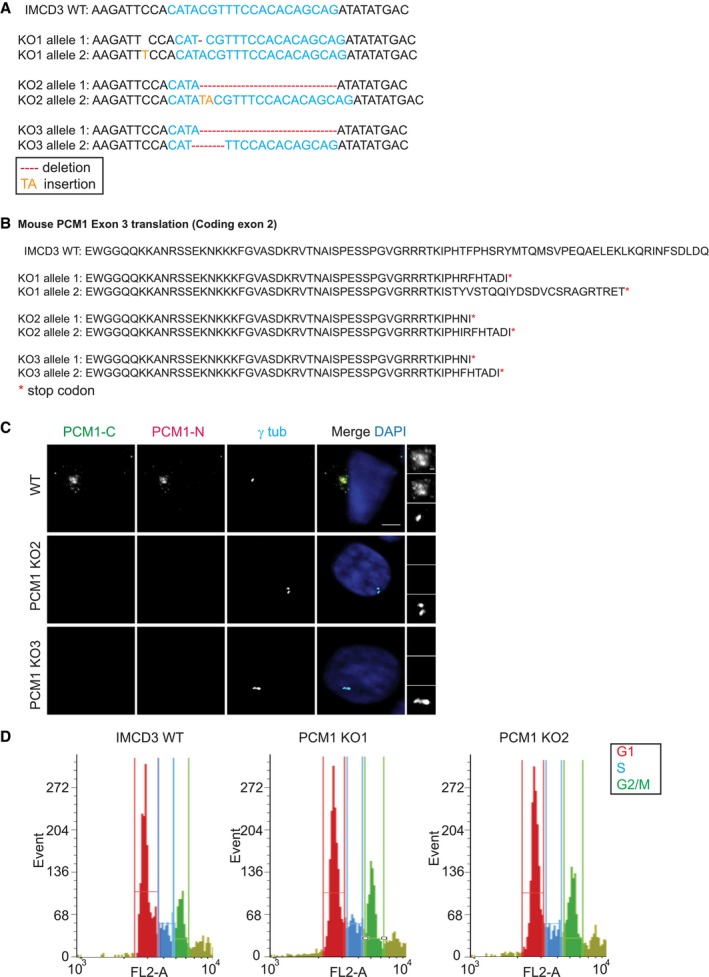
IMCD3 PCM1 KO cells are devoid of satellite structures IMCD3 PCM1 KO clones are all compound heterozygotes with mutations that lead to early stop codons. 1,000‐bp region around the gRNA‐target site was PCR‐amplified and cloned. Sequencing of five different clones for each line identified one‐nucleotide (nt) deletion on one allele and one‐nt insertion on the other for line 1, 16‐nt deletion on one allele and 2‐nt insertion on the other for line 2, and 16‐nt deletion for one allele and 4‐nt deletion on the other for line 3.Translation products on protein‐coding exon 2 of the gRNA‐targeting exon in IMCD3 KO clones.Immunofluorescence analysis of control and IMCD3 PCM1 KO clones. Cells were fixed and stained for centrosomes with anti‐γ‐tubulin antibody and PCM1 with PCM1‐N antibody (targeting 1–254 amino acids) and PCM1‐C antibody (targeting 1,665–2,026 amino acids). Scale bar, 4 μm.FACS sorting of propidium iodide‐stained IMCD3 control and PCM1 KO cells. Graphs are prepared with the cell number on *y*‐axis and PI fluorescence reflecting the DNA content on *x*‐axis.

**Figure 1:**
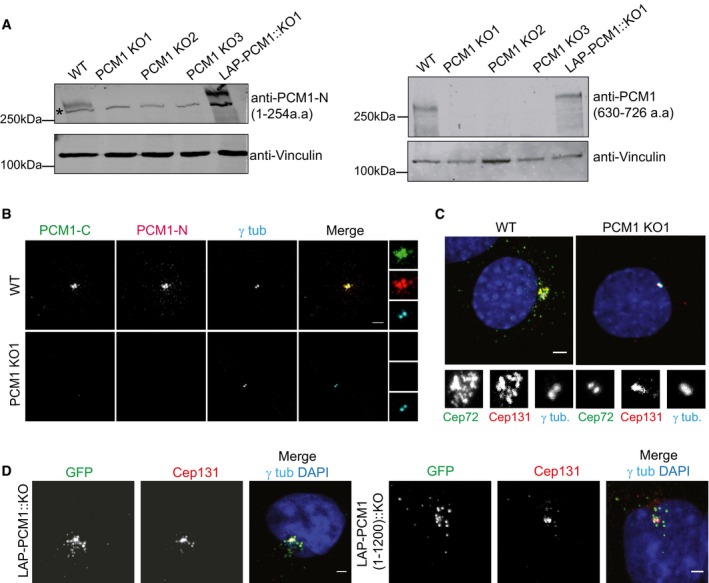
IMCD3 PCM1 KO cells are devoid of satellite structures A, BIMCD3 PCM1 KO cells do not express PCM1. (A) Immunoblot analysis of whole‐cell lysates from control cells, three IMCD3 PCM1 KO lines, and one IMCD3 PCM1 KO::LAP‐PCM1 rescue line with two different PCM1 antibodies, one raised against the N‐terminal amino acids 1–254 and the other against amino acids 630–726. (B) Immunofluorescence analysis of control and IMCD3 PCM1 KO1 cells. Cells were fixed and stained for centrosomes with anti‐γ‐tubulin antibody and PCM1 with PCM1‐N antibody raised against its N‐terminal (amino acids 1–254) fragment and PCM1‐C antibody raised against its C‐terminal (amino acids 1,665–2,026) fragment. Scale bar, 4 μm.CLocalization of satellite proteins Cep72 and Cep131 is restricted to the centrosome in IMCD3 PCM1 KO cells. Cells were fixed and stained for Cep72, Cep131, and gamma‐tubulin. DNA was stained with DAPI. Scale bar, 5 μm.DStable expression of LAP‐PCM1 and LAP‐PCM1 (1–1,200) rescues the satellite assembly defects in IMCD3 PCM1 KO cells. Cells were fixed and stained with GFP, Cep131, and gamma‐tubulin antibodies. DNA was stained with DAPI. Scale bar, 4 μm

To confirm that PCM1 KO cells lack satellite structures, we determined the localization of other known satellite components in these cells. While Cep131 and Cep72 localized to both the centrosome and satellites in control cells, their localization was restricted to the centrosomes in IMCD3 PCM1 KO cells, and there were no granules around the centrosome that were positive for satellite markers in these cells (Fig 1C). Stable expression of LAP‐tagged human full‐length PCM1 and PCM1 (1–1,200) in IMCD3 PCM1 KO clone#1 rescued satellite assembly and localization defects, confirming the specificity of these phenotypes (Fig 1D). Of note, even though PCM1 (1–1,200) expression formed PCM1‐positive granules that recruited other satellite components including Cep131, the size of the granules was larger than the ones formed through expression of full‐length PCM1 (Fig 1D), suggesting a regulatory role for the C‐terminal part of PCM1 in satellite assembly. These results show that IMCD3 PCM1 KO clones are devoid of satellites and that PCM1 is essential for the assembly of satellites and sequestration of centrosome proteins to the satellites.

### Satellites are required for efficient ciliogenesis, but not for cell proliferation, cell cycle progression, and centriole duplication

Many satellite proteins, including PCM1, have previously been implicated in ciliogenesis‐related functions 36, 39, 40, 42. While a recent PCM1 knockout study in RPE1 cells and our characterization of RPE1 PCM1 KO cells generated by genome editing identified essential roles for satellites in cilium assembly 36 (Fig EV3A–D), the function of satellites in a wide range of centrosome‐/cilium‐related cellular processes has not been studied in clean genetic backgrounds. To address this, IMCD3 PCM1 KO cells were serum‐starved for 24 h and 48 h and the percentage of ciliated cells were quantified by staining cells for Arl13b, a marker for the ciliary membrane, and acetylated tubulin, a marker for the ciliary axoneme. Lack of satellites resulted in a significant decrease in the fraction of ciliated cells in serum‐starved IMCD3 cells relative to control cells serum‐starved for 24 and 48 h (Fig 2A and B). This is in contrast to RPE1 PCM1 KO cells, which did not ciliate 36. All three IMCD3 PCM1 KO clones had similar ciliogenesis defects (Fig 2B), and we used clone # 1 for subsequent rescue and phenotypic characterization experiments (hereafter IMCD3 PCM1 KO). The ciliogenesis phenotype in IMCD3 PCM1 KO cells was rescued by stable expression of LAP‐tagged full‐length human PCM1, confirming that the ciliogenesis phenotype is a specific consequence of satellite loss (Fig 2A and B). Despite the reduction in the ciliating population in IMCD3 PCM1 KO cells, the cilia that formed in these cells were normal in length (wt: 3.14 μm ± 0.8, KO: 3.38 μm ± 1.18), which suggests that PCM1 acts during cilia initiation (Fig 2C).

**Figure 2:**
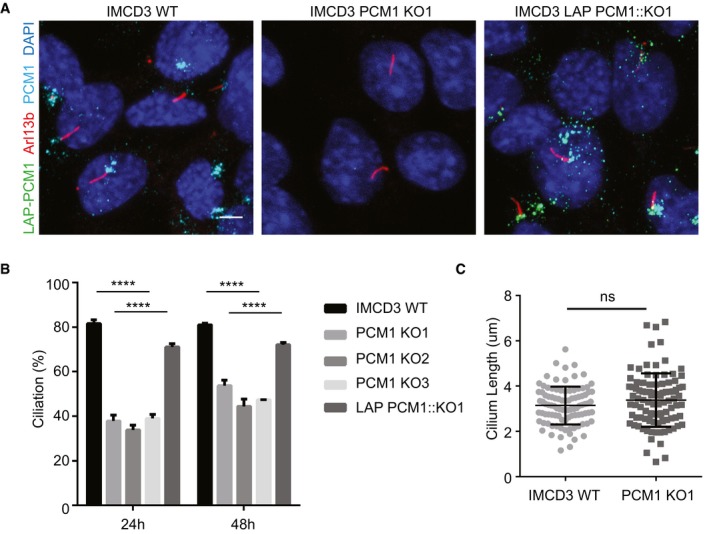
Satellites are required for efficient ciliogenesis Effect of satellite loss on cilium formation. Control cells, IMCD3 PCM1 KO cells and LAP‐PCM1‐expressing IMCD3 PCM1 KO cells serum‐starved for the indicated times, and percentage of ciliated cells was determined by staining for acetylated tubulin, Arl13b, and DAPI. Scale bar, 4 μm.Quantification of ciliogenesis and rescue experiments. Results shown are the mean of three independent experiments ± SD (500 cells/experiment, ****P < 0.0001, *t*‐test).Effect of satellite loss on cilium length. IMCD3 cells serum‐starved for 24 h, and cilium length was determined by staining for acetylated tubulin and DAPI. Quantification of cilium length was done from three independent experiments with an average of 90 cilia measured per experiment. Error bars represent SD. Horizontal line represents the mean value of each group. There is no significant difference between control and IMCD3 PCM1 KO cells (*t*‐test).

We next asked whether the ciliogenesis defects of IMCD3 PCM1 KO cells are an indirect consequence of defects in cell cycle progression or centriole duplication. We tested the cell cycle‐related phenotypes using a combination of assays. First, we performed proliferation assays with control and IMCD3 PCM1 KO cells by plating equal number of cells and counting them at indicated time intervals, which showed that loss of satellites did not have a significant impact on cell doubling times (Fig 3A). Second, we analyzed the fraction of control and IMCD3 PCM1 KO cells in different phases of the cell cycle using flow cytometry and showed that both had similar cell cycle profiles (Figs 3B and EV1D). Moreover, we performed live imaging of control and IMCD3 PCM1 KO cells stably expressing mCherry‐H2B to assay for cell cycle progression defects. Both control and PCM1 KO cells had similar mitotic times (WT: 29 ± 7.7 min, KO: 28.1 ± 6.7 min; Fig 3C and D). Finally, we quantified centriole number in asynchronous control and IMCD3 PCM1 KO cells by centrin2 and centrin3 labeling and showed that PCM1 KO cells had similar centriole counts relative to control cells (Fig 3E). To investigate the generality of these phenotypes, we generated two RPE1 PCM1 KO clones using genome editing and confirmed their satellite null state by immunofluorescence, immunoblotting, and sequencing (Fig EV2A–D). Like IMCD3 PCM1 KO cells, RPE1 PCM1 KO cells did not have defects in cell proliferation, distribution of cell cycle phases, and centriole duplication (Fig EV2E–H). Collectively, these data indicate that satellites are not required for cell cycle progression and centriole duplication, and that the reduced ciliogenesis phenotype of PCM1 KO cells is not caused by defects in these processes.

**Figure 3:**
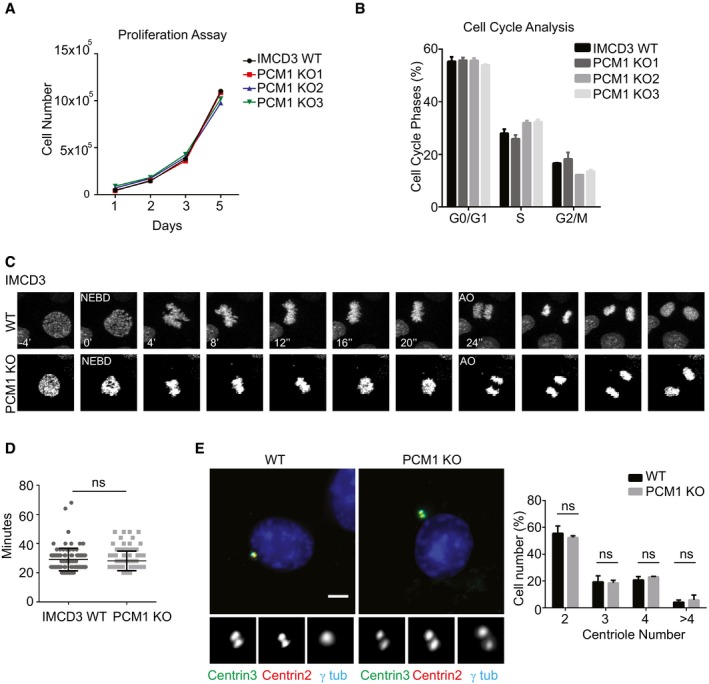
Satellites are not required for cell proliferation, cell cycle progression, and centriole duplication Effects of satellite loss on cell proliferation. 2 × 10^5^ cells were plated and counted at 1, 2, 3, and 5 days. Data points show mean ± SD of three independent experiments. There was no significant difference between control and IMCD3 PCM1 KO cells at any time point.Effect of satellite loss on percentage of cells in different cell cycle phases. Flow cytometry analysis of control or IMCD3 PCM1 KO cells. Data points show mean ± SD of three independent experiments.Effect of satellites loss on mitotic times. Control and IMCD3 PCM1 KO cell stably expressing mCherry‐H2B were imaged every 4 min for 24 h. Representative still frames from time‐lapse experiments are shown.Mitotic time was quantified as the time interval from nuclear envelope breakdown (NEBD) to anaphase onset. Data points show mean ± SD of two independent experiments. Control and IMCD3 PCM1 KO cells had similar mitotic times. *t*‐test was used for statistical analysis.Effect of satellite loss on centriole duplication. Asynchronous control and IMCD3 PCM1 KO cells were stained for centrioles using centrin2 and centrin3 antibodies, centrosomes using gamma‐tubulin antibody, and DNA with DAPI stain. Quantification results shown are the mean of two independent experiments ± SD (100 cells/experiment, *t*‐test, ns: non‐significant). Scale bar, 4 μm.

**Figure EV2:**
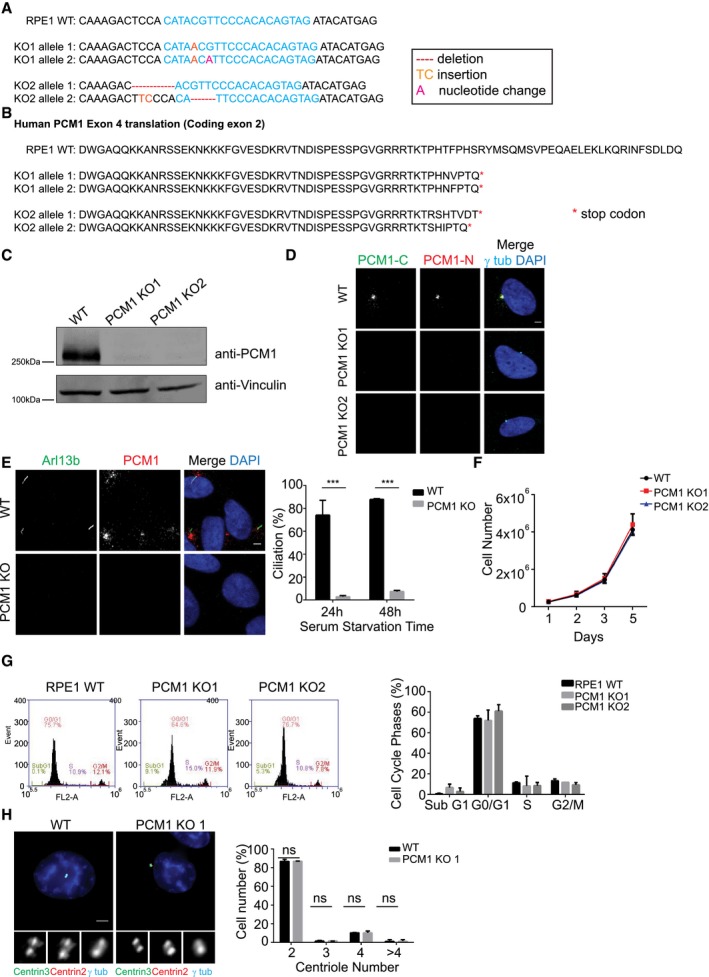
Satellite‐less RPE1 cells are defective in cilium formation, but not in cell cycle progression, proliferation, and centriole duplication RPE1 PCM1 KO clones are all compound heterozygotes with mutations that lead to early stop codons. 1,000 bp region around the gRNA‐target site was PCR‐amplified and cloned. Sequencing of five different clones for each line identified one 1‐nt insertion on one allele and one‐nt insertion and one‐nucleotide change on the other for line 1, 7‐nt deletion on one allele and 4‐nt deletion and 2‐nt insertion on the other for line 2.Translation products of the gRNA‐targeting exon (protein‐coding exon 2) in RPE1 PCM1 KO clones.Immunoblot analysis of whole‐cell lysates from control cells and two RPE1 PCM1 KO clones with PCM1 antibody targeting N‐terminal 1–254 amino acids.Immunofluorescence analysis of control and RPE1 PCM1 KO clones. Cells were fixed and stained for centrosomes with anti‐γ‐tubulin antibody and PCM1 with PCM1‐N antibody and PCM1‐C antibody. Scale bar, 3 μm.Effect of satellite loss on cilium formation. Control and RPE1 PCM1 KO cells were serum‐starved for the indicated times, and percentage of ciliated cells was determined by staining for acetylated tubulin, Arl13b, and DAPI. Results shown are the mean of three independent experiments ± SD (500 cells/experiment, ***P < 0.001, *t*‐test).Effects of satellite loss on cell proliferation. 10^5^ cells were plated and counted at 1, 2, 3, and 5 days. Data points show mean ± SD of three independent experiments. There was no significant difference between control and RPE1 PCM1 KO cells at any time point.Effect of satellite loss on percentage of cells in different cell cycle phases. Flow cytometry analysis of control or RPE1 PCM1 KO cells. Data points show mean ± SD of three independent experiments.Effect of satellite loss on centriole duplication. Asynchronous control and RPE1 PCM1 KO cells were stained with staining for centrin2, centrin3, and gamma‐tubulin and DAPI. Quantification results shown are the mean of two independent experiments ± SD (100 cells/experiment, *t*‐test). Scale bar, 4 μm.

### Satellites have variable effects on regulating centrosomal and cellular abundance of key ciliogenesis factors

Satellites regulate centrosomal recruitment of proteins including centrin, pericentrin, and ninein among others 37. We hypothesized that the ciliogenesis defects of IMCD3 cells might be due to inefficient targeting of key ciliogenesis factors to the centrosome. To test this, we used quantitative immunofluorescence to determine the centrosomal levels of proteins that are components of distal appendages, transition zone proteins, IFT machinery as well as activators and suppressors of ciliogenesis in asynchronous and serum‐starved control cells, IMCD3 PCM1 KO cells, and the LAP‐PCM1 rescue clone.

Distal appendages function in docking of the mother centriole to the membrane during ciliogenesis, and transition zone regulates the entry and exit of ciliary cargo 43, 44. The defects in ciliogenesis were not because of mislocalization of distal appendage or the transition zone proteins since Cep164 and Cep290 localized correctly to the centrosomes in both control and IMCD3 PCM1 KO cells (Figs 4A and B, and EV3A and B). Of note, the centrosomal levels of Cep164 were higher in PCM1 KO cells, which were rescued by stable LAP‐PCM1 expression (Figs 4A and EV3A). This increase might be due to the increased abundance of Cep164 in total cell lysates in PCM1 KO cells (Fig 4G). CP110 localizes to the distal ends of centrioles and is removed from the mother centrioles during ciliogenesis 45. The centrosomal levels of CP110 were similar in control and IMCD3 PCM1 KO cells (Figs 4C and EV3C). Importantly, IMCD3 PCM1 KO cells had a significant reduction in the basal body levels of IFT‐B protein Ift88 in both asynchronous and serum‐starved cells (Figs 4D and EV3D), which was rescued by stable expression of LAP‐PCM1 (Figs 4D and EV3D). Given that the IFT‐B machinery is required for the assembly of the ciliary axoneme 46, 47, 48, 49, satellites might promote cilium assembly at a step upstream to the recruitment of the IFT machinery at the base of cilia.

**Figure 4:**
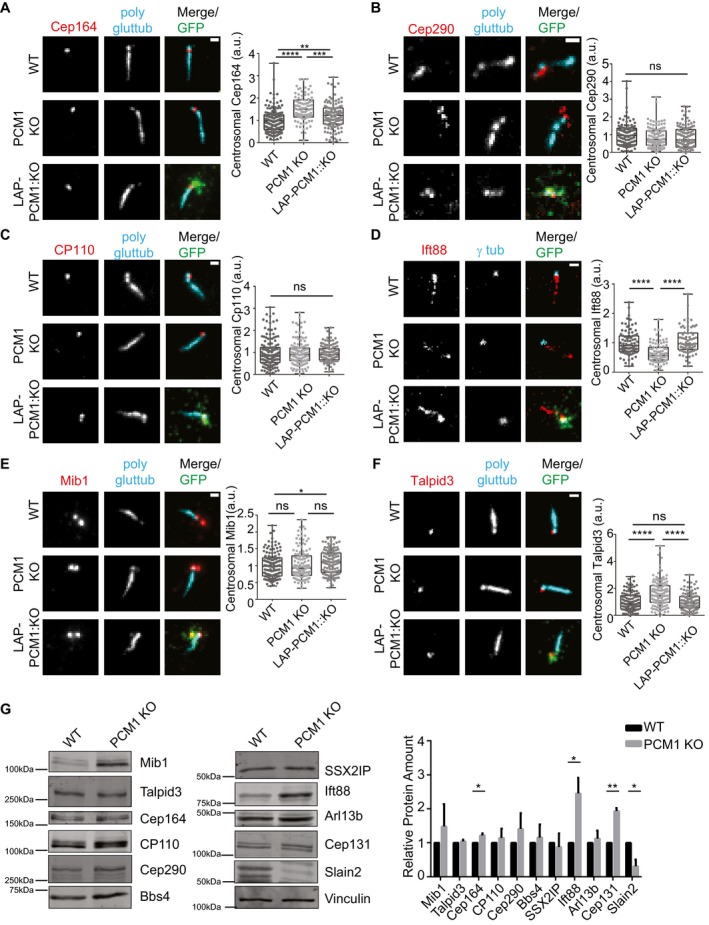
Satellites have varying degrees of effects on regulating centrosomal and cellular abundance of key ciliogenesis factors A–FEffect of satellite loss on centrosomal abundance of proteins in cells serum‐starved for 24 h. Control, IMCD3 KO, and IMCD3 KO stably expressing LAP‐PCM1 cells were fixed and stained with antibodies for the indicated proteins along with anti‐GFP for marking LAP‐PCM1 and anti‐polyglutamylated tubulin or anti‐gamma‐tubulin for marking centrosomes. DNA was stained with DAPI. Scale bar, 1 μm. Both ciliated and unciliated cells were quantified in a blinded manner. Images represent cells from the same coverslip taken with the same camera settings. The centrosomal fluorescence intensity of the indicated proteins was measured in a 3 μm^2^ square area around the centrosome, and levels are normalized to 1. Results shown are the mean of two independent experiments ± SD (100 cells/experiment, *P < 0.5, **P < 0.01, ***P < 0.001, ns: not significant *t*‐test). Error bars represent SD. Horizontal line represents mean value of each group. The boxes include data from the 25^th^ to 75^th^ percentiles in each group.GEffects of satellite loss on cellular abundance of centrosome proteins. Whole‐cell lysates from control and IMCD3 PCM1 KO cells serum‐starved for 24 h were immunoblotted with the indicated antibodies. Vinculin was used as a loading control. Results shown are the mean of two independent experiments ± SD (*P < 0.5, **P < 0.01, *t*‐test).

**Figure EV3:**
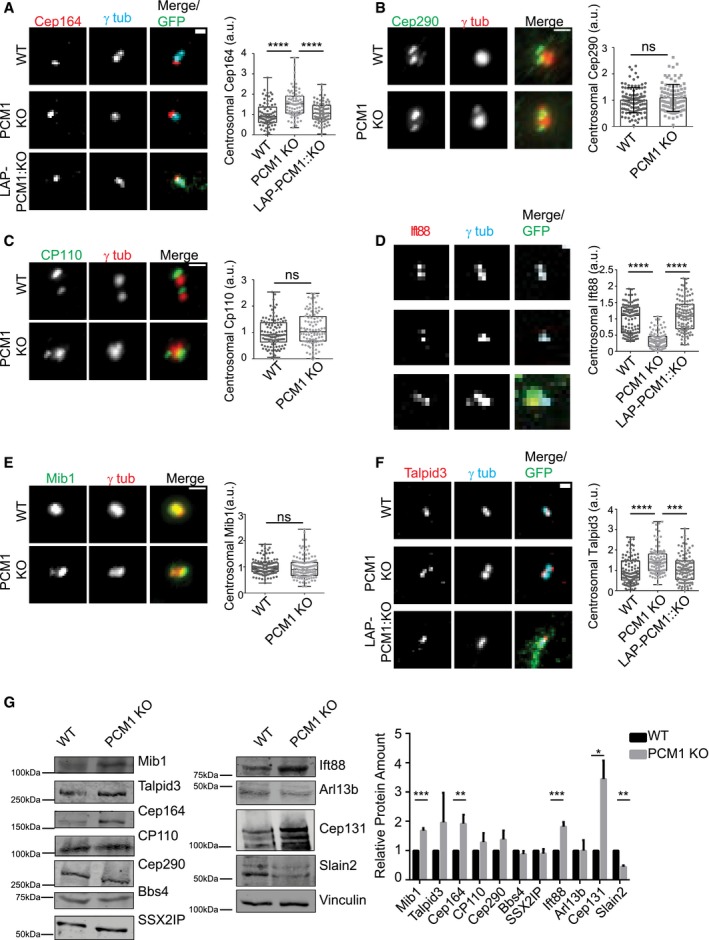
Centrosomal abundance of key ciliogenesis factors in asynchronous IMCD3 PCM1 KO and control cells A–FEffect of satellite loss on centrosomal abundance of proteins in asynchronous cells. Control, IMCD3 KO, and IMCD3 KO stably expressing LAP‐PCM1 cells were fixed and stained with antibodies for the indicated proteins along with the centrosome marker anti‐gamma‐tubulin. Scale bar, 1 μm. Both ciliated and unciliated cells were quantified in a blinded manner. Images represent cells from the same coverslip taken with the same camera settings. The centrosomal fluorescence intensity of the indicated proteins was measured for control and IMCD3 PCM1 KO cells in a 3 μm^2^ square area around the centrosome, and levels were normalized to 1. Results shown are the mean of two independent experiments ± SD (100 cells/experiment, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant, *t*‐test) Error bars represent SD. Horizontal lines represent the mean value of each group and the mean of the control group was normalized to 1. The boxes include data from the 25^th^ to 75^th^ percentiles of each group.GEffects of satellite loss on cellular abundance of centrosome proteins. Whole‐cell lysates from asynchronous control and IMCD3 PCM1 KO cells were immunoblotted with the indicated antibodies. Vinculin was used as a loading control. Results shown are the mean of two independent experiments ± SD (**P < 0.01, ***P < 0.001, ****P < 0.0001, *t*‐test).

The inhibition of ciliogenesis in RPE1 PCM1 KO cells was shown to be a consequence of increased cellular and centrosomal levels of the E3 ubiquitin ligase Mib1, which led to a reduction in the centrosomal levels of the key ciliogenesis factor Talpid3/KIAA0586 through its destabilization 36. We investigated whether loss of satellites had similar molecular consequences in IMCD3 cells. Despite the significant 1.5 ± 0.26‐fold increase in the cellular abundance of Mib1 in IMCD3 PCM1 KO cells (Fig EV3G), its centrosomal levels did not change in these cells relative to control cells (Figs 4E and EV3E). The centrosomal and cellular levels of Talpid3 in IMCD3 PCM1 KO cells were higher than those in control cells, which were rescued by stable LAP‐PCM1 expression (Figs 4F and G, and EV3F). Thus, in contrast to RPE1 cells, Mib1 sequestration and consequent Talpid3 degradation at the centrosome were not induced in satellite‐less IMCD3 cells despite their increased cellular levels. Collectively, these results identify differences in the efficiency of the centrosomal targeting of key ciliogenesis factors as a likely mechanism for the phenotypic variability of satellite‐less IMCD3 and RPE1 cells during cilium formation.

We also performed immunoblot analysis of whole‐cell lysates of asynchronous and serum‐starved control and IMCD3 PCM1 KO cells to determine whether the cellular abundance of these proteins was affected. While there was an overall increase in the abundance of Mib1, Cep164, Cep131, and Ift88 and overall decrease in SLAIN2, the abundance of Bbs4, SSXIIP, Cep290, Cp110, Talpid3, and Arl13b was unaffected (Figs 4G and EV3G). Thus, loss of satellites has differential effects on the abundance of different centrosome and cilium proteins. Notably, except for Cep164, changes in abundance of these proteins were not reflected by similar changes in the recruitment of these proteins to the centrosome. For example, while Ift88 cellular levels increase significantly, its centrosomal levels had a significant reduction.

### Satellites regulate ciliary protein content

Analogous to their function in regulating protein targeting to the centrosome, we hypothesized that satellites might also regulate ciliary recruitment of proteins. To test this, we examined the composition of the ciliary shaft and the ciliary membrane of control and IMCD3 PCM1 KO cells by determining the ciliary levels of various proteins using quantitative immunofluorescence. Control and IMCD3 PCM1 KO cells had similar levels of ciliary Arl13b, which associates with the ciliary membrane via palmitoylation 50 (Fig 5A). However, IMCD3 PCM1 KO cells had significantly reduced ciliary levels of the IFT‐B protein Ift88, somatostatin receptor 3 (SSTR3‐LAP), and the serotonin 6 receptor (HTR6‐LAP) (Fig 5B–D). The decrease in ciliary Ift88 in IMCD3 PCM1 KO cells was rescued by stable expression of LAP‐PCM1 (Fig 5D). To investigate the function of satellites in the dynamic recruitment of ciliary proteins, we performed half‐ and full‐cilium fluorescence recovery after photobleaching (FRAP) to measure the dynamic behavior of HTR6‐LAP and SSTR6‐LAP in IMCD3 cells 51. Both proteins did not recover in full‐cilium FRAP experiments in control and PCM1 KO cells (Fig EV4A). Likewise, the half‐time (LAP‐SSTR3 in WT: 17.64 ± 3.41 s, PCM1 KO: 19.96 ± 4.31 s; LAP‐HTR6 in WT: 43.24 ± 17.45 s, PCM1 KO: 53.87 ± 20.15 s) and percentage of their recovery (SSTR3‐LAP in WT: 40.19 ± 6.73, in PCM1 KO: 35.85 ± 7.64 s; LAP HTR6 in WT: 45.36 ± 13.92, PCM1 KO: 42.57 ± 5.94) in half‐cilium FRAP experiments were similar (Fig EV4B–D).

**Figure 5:**
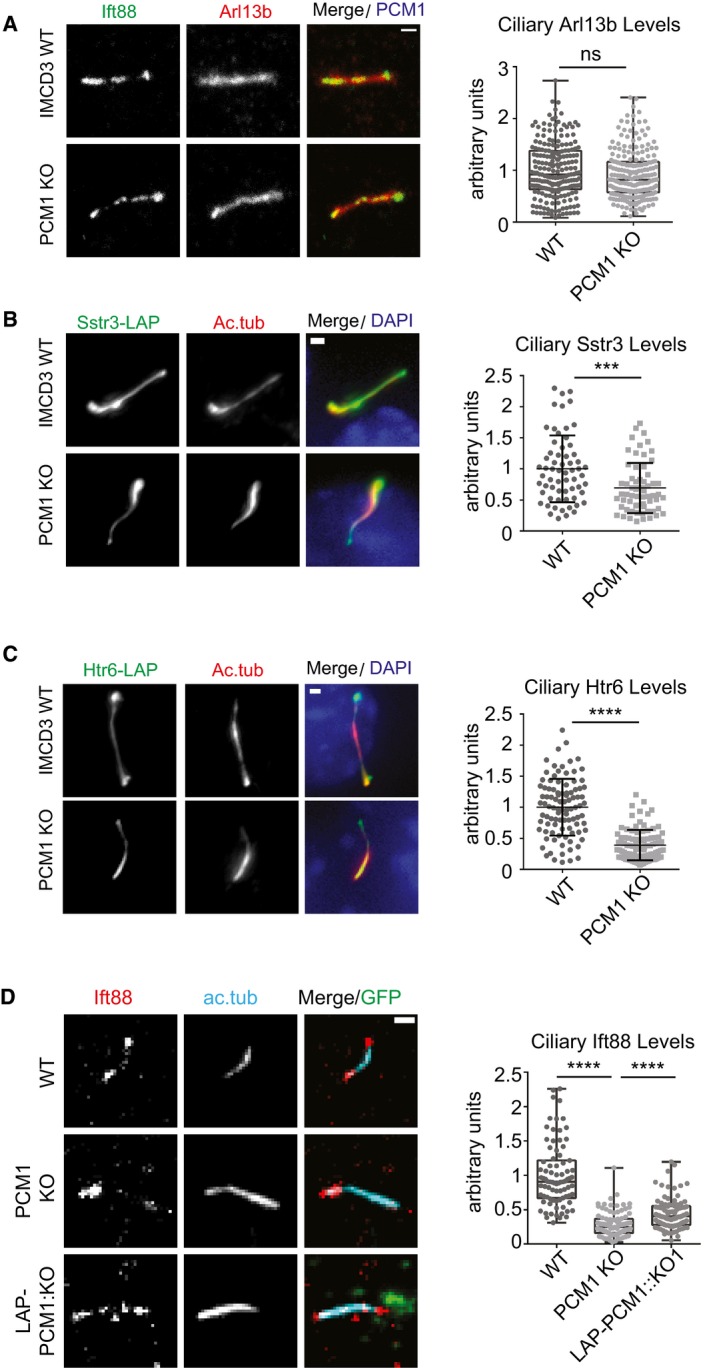
Satellites are required for regulating the ciliary content A–CEffects of satellite loss on the ciliary recruitment of ciliary membrane and shaft proteins. Control and IMCD3 PCM1 KO cells were serum‐starved for 24 h, fixed and stained for the cilium with anti‐acetylated tubulin (Ac. tub) or Arl13b, and (A) Ift88 with anti‐Ift88 and Arl13b with anti‐Arl13b (B) SSTR3‐LAP with anti‐GFP, (C) HTR6‐LAP with anti‐GFP.DEffect of satellite loss on the ciliary abundance of Ift88 in control, IMCD3 PCM1 KO, and IMCD3 PCM1 KO::LAP‐PCM1 cells serum‐starved for 24 h. Cells were fixed and stained with Ift88, the ciliary marker acetylated tubulin. Scale bar, 1 μm. Images represent cells from the same coverslip taken with the same camera settings. Relative quantifications of the ciliary intensity of the indicated proteins are shown as the mean of two independent experiments ± SD (100 cells/experiment, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant, *t*‐test). The mean intensity of the control proteins was normalized to 1. Horizontal line represents the mean value of each group. The boxes include data from the 25^th^ to 75^th^ percentiles of each group.

**Figure EV4:**
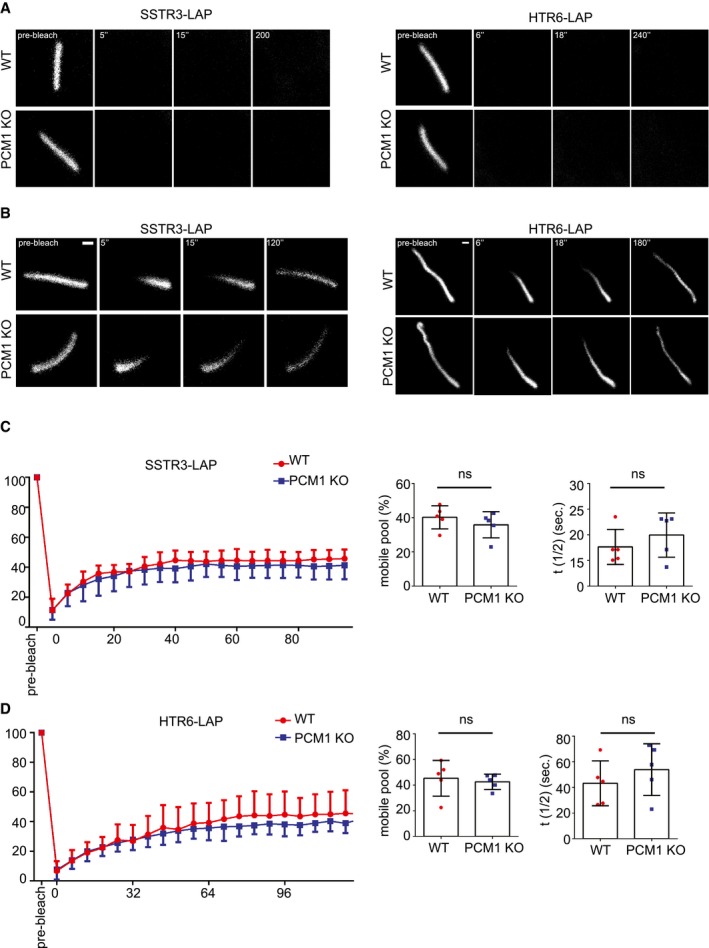
FRAP experiments in IMCD3 control and PCM1 KO cells expressing SSTR3‐LAP and HTR6‐LAP A–DRepresentative still images of FRAP in the (A) whole cilium and (B) half‐cilium in IMCD3 24 h after serum starvation of IMCD3 cells stably expressing SSTR3‐LAP and HTR6‐LAP. Representative examples of different time points from each FRAP experiments are shown. Scale bar, 1 μm. (C, D) Quantification of half‐cilium FRAP experiments for control and PCM1 KO cells expressing (C) SSTR3‐LAP and (D) HTR6‐LAP. Kinetics of average (± SD) fluorescence recovery of proteins photobleached in the half‐cilium, half‐time of recovery t^1/2^, and percentage of recovery were quantified (*n* = 5 cells).

The ciliary localization of some Hedgehog pathway components is dynamically regulated in response to pathway activation. To elucidate the function of satellites in this dynamic regulation and to investigate whether the cilia assembled in IMCD3 satellite‐less cells can still respond to Hedgehog ligands, we quantified the ciliary recruitment of the seven‐transmembrane protein Smo, which moves to cilia in response to Sonic Hedgehog (Shh) ligands 52. To this end, we stimulated control and IMCD3 PCM1 KO cells with 200 nM Smoothened agonist (SAG) in a time course manner and quantified the percentage of cilia with Smo. A significant (*P *< 0.01) twofold reduction in the percentage of cilia with Smo was observed in PCM1 KO cells (40.1% ± 7.9 of total) relative to control cells (80.6% ± 6.9 of total) at 4 h, and 45.9% ± 18.2 of total in PCM1 KO cells relative to 75.5% ± 12.5 of total in control cells at 8 h (Fig 6A). Notably, control and IMCD3 PCM1 KO cells had similar percentages of cilia with Smo after 12‐h and 24‐h SAG stimulation, indicating that lack of satellites directly or indirectly caused a delay in translocation of Smo to the cilium in response to SAG (Fig 6A). Reduction in Smo relocalization phenotype was rescued by stable expression of LAP‐tagged full‐length human PCM1 at 4 and 8 h time points of SAG stimulation (Fig 6A). In the IMCD3 PCM1 KO and control cells that formed cilia, we determined ciliary Smo levels and concentrations, and found reduced localization in IMCD3 PCM1 KO cells relative to control cells. Ciliary SMO level in IMCD3 PCM1 KO cells decreased to 0.22 ± 0.16 compared to control cells, which is normalized to 1 after 4‐h SAG treatment (Fig 6B). Ciliary SMO concentration decreased to 0.19 ± 0.18 in IMCD3 PCM1 KO cells compared to control cells normalized to 1. This reduction was not due to changes in the cellular abundance of Smo (Fig 6C). To assay the transcriptional response to Hedgehog pathway activation, we examined the expression of the Hedgehog target gene *Gli1* in control and PCM1 KO cells. While wild‐type cells had robust activation of Gli1 expression (normalized to 100%), PCM1 KO cells failed to upregulate Gli1 expression at 24 h (35% ± 25.6; Fig 6D). There was a very small but significant decrease in Gli1 expression in PCM1 KO cells (89.46% ± 5.41) relative to control cells (100%) before SAG stimulation (Fig 6E). Taken together, these results indicate that satellites are required for the localization of sufficient levels of Smo at cilia, and efficient activation of the Hedgehog pathway.

**Figure 6:**
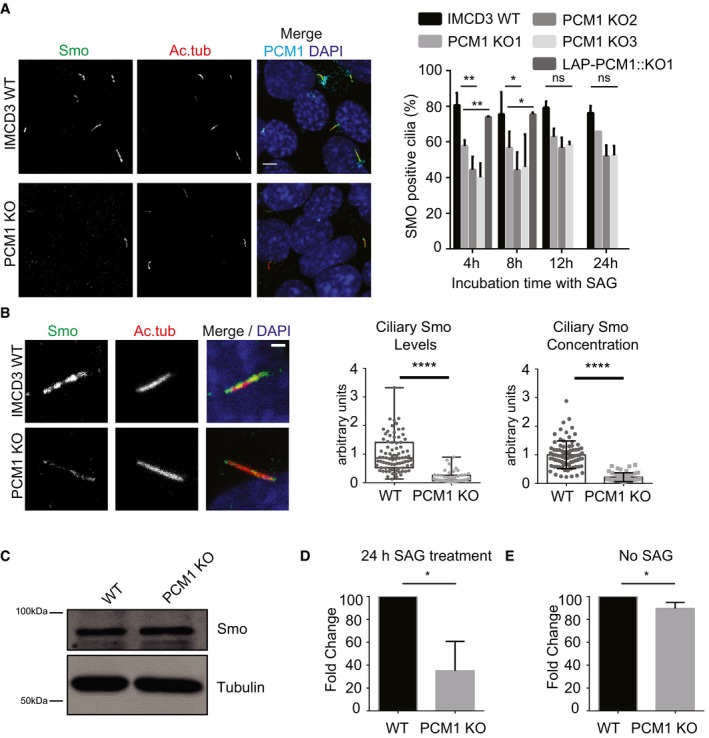
Satellites are required for ciliary Smo recruitment and Gli1 transcriptional activation in response to Hedgehog signals AEffect of satellite loss on ciliary recruitment of Smo. Control, IMCD3 KO, and IMCD3 KO stably expressing LAP‐PCM1 cells were serum‐starved for 24 h, treated with 200 nM SAG for the indicated times, fixed and stained for Smo, acetylated tubulin (Ac. tub), and DAPI. Percentage of Smo‐positive cilia was quantified. Scale bar, 4 μm. Results shown are the mean of three independent experiments ± SD (250 cells/experiment, **P < 0.01, *P < 0.05, *t*‐test).BEffect of satellite loss on ciliary SMO levels. The ciliary intensity of SMO was quantified by staining 4 h SAG‐treated cells for Smo and acetylated tubulin. DNA was stained with DAPI. Scale bar is 4 μm. Relative quantifications of the ciliary intensity and ciliary concentration of SMO are shown as the mean of two independent experiments ± SD (100 cells/experiment, ****P < 0.0001 *t*‐test).CEffect of satellite loss on cellular abundance of Smo. Whole‐cell lysates from control and IMCD3 PCM1 KO cells were immunoblotted with Smo and alpha‐tubulin (loading control). Smo cellular levels were similar between control and IMCD3 PCM1 KO cells.D, EEffect of satellite loss on Gli1 transcriptional activation. (D) Gli1 mRNA was quantified by qPCR before SAG treatment and 24 h after SAG treatment, and its fold change is normalized to control cells (=100). Results shown are the mean of two independent experiments ± SD (*P < 0.05, *t*‐test). (E) Cellular abundance of Gli1 mRNA in control and PCM1 KO cells. Effect of satellite loss on Gli1 transcriptional activation. Gli2 mRNA was quantified by qPCR without any SAG treatment. Relative mRNA amount is normalized to control cells (=100). Results shown are the mean of two independent experiments ± SD (*P < 0.05, *t*‐test).

### Satellites are required for epithelial cell organization in 3D cultures

When grown in a three‐dimensional gel matrix, epithelial cells organize into polarized, spheroid structures that reflect the *in vivo* organization of the epithelial tissues. Epithelial spheroids have been widely used to assay cilia dysfunction, because proper cilium assembly and ciliary signaling is essential for the establishment of the highly organized architecture and apicobasal polarity of epithelial cells in 3D 53, 54, 55. To assay the consequences of ciliary defects associated with loss of satellites on tissue architecture, we used the 3D spheroid cultures of IMCD3 cells that mimic *in vivo* organization of the kidney collecting duct 56. Control and IMCD3 PCM1 KO cells were grown in Matrigel for 3 days, serum‐starved for 2 days, and spheroid architecture was visualized by staining cells for markers for cilia, cell–cell contacts, and polarity. Control cells formed spheroids with prominent lumen, apical cilia oriented toward the lumen, and proper organization of apical and basal surfaces (ZO‐1 and beta‐catenin; Fig 7A). However, PCM1 KO cells had a significant decrease in their ability to form proper spheroids relative to control cells, which was rescued by transient expression of myc‐PCM1 (control: %70.75 ± 3.89; PCM1 KO: %46.45 ± 1.91; rescue: %59.80 ± 1.31; Fig 7A and B). Instead, they formed cell clusters with no lumens that had misoriented cilia and disorganized apical and basolateral junctions (Fig 7A). Analogous to the ciliogenesis defects of 2D serum‐starved cultures, ciliogenesis efficiency was significantly reduced in IMCD3 PCM1 KO cells grown in 3D cultures and this defect was rescued by transient expression of myc‐PCM1 (control: %64.08 ± 19.19; PCM1 KO: %36.98 ± 21.28; rescue: %61.81 ± 17.25; Fig 7A and C). Expression of myc PCM1 in rescue experiments was confirmed by immunofluorescence experiments (Appendix Fig S1). In agreement with the function of satellites in ciliogenesis and signaling, these results identify important roles for satellites in epithelial organization in this *in vitro* tissue model.

**Figure 7:**
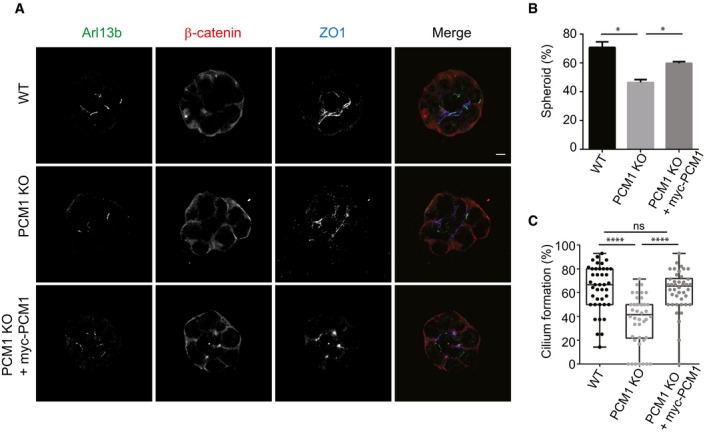
Satellites are required for epithelial cell organization in 3D spheroid cultures Effects of satellite loss on epithelial cell organization. IMCD3 cells were grown in Matrigel for 3 days and serum‐starved for 2 days. The spheroids were fixed and stained for apical junctions with anti‐ZO1, cilia with anti‐Arl13b, and basolateral surfaces with anti‐beta‐catenin. Scale bar, 5 μm.Quantification of the frequency of spheroid formation in control, IMCD3 PCM1 KO cells, and IMCD3 PCM1 KO cells transfected with myc‐PCM1. Results shown are the mean of three independent experiments ± SD (50 spheroids/experiment, *P < 0.05, *t*‐test).Quantification of the cilia formation in spheroids in control, IMCD3 PCM1 KO cells, and IMCD3 PCM1 KO cells transfected with myc‐PCM1. Results shown are the mean of three independent experiments ± SD (50 spheroids/experiment, ****P < 0.00001, *t*‐test). Error bars represent SD. Horizontal line represents the mean value of each group. The boxes include data from the 25^th^ to 75^th^ percentiles in each group.

### Loss of satellites leads to a rearrangement of the global proteome profile, but not the global transcriptome profile

Loss of satellites variably affected the cellular abundance of centrosome and cilium proteins in IMCD3 (Figs 4 and EV3) and in RPE1 cells as reported previously 36. These data suggest functions for satellites in regulating the cellular abundance of proteins. However, whether these changes are a consequence of transcriptomic or proteomic modulation and which centrosome proteins are affected by these changes have not been investigated. To address this, we performed a systematic comparative analysis of the global transcriptomic and proteomic profile of IMCD3 PCM1 KO cells.

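IMCD3 cells are a line of mouse kidney epithelial cells from the inner medullary collecting duct. RNA from IMCD3 PCM1 KO cells and from IMCD3 WT cells was sequenced in 2 libraries each, with paired reads of 100 bp. The authors mapped the reads to GRCm38 and compared the groups with Cuffdiff. Cuffdiff combines the libraries of a group and gives each gene 1 value per group, in FPKM, fragments scaled to the length of the transcript and to the mapped fragments of the library. The number that the tables attach to a group is not explained by the paper's text, so it could not be checked that a value covers both libraries of a group. The group values are the authors' values and carry no standard deviation, and the p-values and q-values are those of the authors' comparison. The paper describes 1 control colony and used PCM1 KO clone 1 for its later experiments, but does not name the sequenced clone. If the libraries of a group come from 1 clone, the p-values reflect variation between libraries and not between clones. The number of reads in each library is not part of these tables, so the depth behind a single value is unknown. Ratios of group values were computed from the FPKM values, and a pseudocount of 1 was added to both values where many genes were summarized. Of 53373 genes, 12826 were tested in the authors' deposited table, 40331 were not tested because too few fragments aligned to them, 215 lay in loci where the estimate was skipped, and the estimate of 1 gene failed. A value above 0 in at least 1 group was found for 22450 genes. Positions are those of the GENCODE M21 annotation of GRCm38. Pcm1 itself (ENSMUSG00000031592.10) lies on chromosome 8 from 41239752 to 41332344. Its value was 43.0 FPKM in WT and 10.1 FPKM in PCM1 KO cells, a log2 ratio of -2.09. With a pseudocount of 1 the log2 ratio was -1.98. The authors' deposited table gives Pcm1 a p-value of 5e-05 and a q-value of 0.0401.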

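In the authors' deposited table, 16 of the tested genes passed the limits that the paper's methods give, a fold change of at least 2 and a q-value under 0.05. Of these, 15 were lower and 1 was higher in IMCD3 PCM1 KO cells than in WT cells. The smallest p-value in the authors' deposited table was shared by all 16 genes, and the next q-value was 0.0754. By their number alone, genes with this p-value fall under the q-value limit where at least 13 tested genes share it. Genes with slightly larger p-values can also lower a q-value, but here the next q-value lay above the limit. An unadjusted p-value under 0.05 was given to 243 genes in the authors' deposited table, which is 1.89% of the tested genes, and 79.6% of the tested genes had a p-value over 0.5. Dataset EV1 lists 9 of the 16 genes, and Pcm1 is among them. Mlf1 fell from 21.6 FPKM in WT to 2.28 FPKM in PCM1 KO cells, a log2 ratio of -3.24. Fstl1 fell from 11.8 to 0.936 FPKM, with a log2 ratio of -3.66. B4galt4 fell from 3.84 to 0.252 FPKM, with a log2 ratio of -3.93. The log2 ratio was -3.34 for Fat4, -2.60 for Dmd and -1.87 for Gxylt2. Tsnax with 1.57 FPKM and Prkd1 with 1.22 FPKM in WT were listed at 0 in PCM1 KO cells. The other 7 genes are not in Dataset EV1. Among these, the processed pseudogene Gm6166 had 4.63 FPKM in WT, and Fbxo17, Nudt7, Gspt2 and Gm42752 had between 0.504 and 0.737 FPKM in WT, and they were listed at 0 in PCM1 KO cells. Col11a1 rose from 0.0780 FPKM in WT to 4.48 FPKM in PCM1 KO cells, a log2 ratio of 5.84. The paper's results text gives a log2 fold change over 1.5 and a P under 0.05, and the note in Dataset EV1 gives a fold change over 1.5 and an adjusted P under 0.05. With the log2 limit of the results text, 128 genes passed in the authors' deposited table where P was read as the unadjusted p-value and 16 where it was read as the q-value. With the limits of the Dataset EV1 note 16 passed, and 202 passed with a fold change of at least 2 and an unadjusted p-value under 0.05. Of the 128 genes 43 were higher and 85 lower in PCM1 KO cells, and of the 202 genes 77 were higher and 125 lower. When the p-values of the authors' deposited table were adjusted over the 11496 tested genes with a value of at least 1 FPKM in either group, 0 genes passed and the smallest q-value was 0.0523, because 11 of these genes share the smallest p-value. Among these genes, 198 had an unadjusted p-value under 0.05 in the authors' deposited table.

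**Figure D1:**
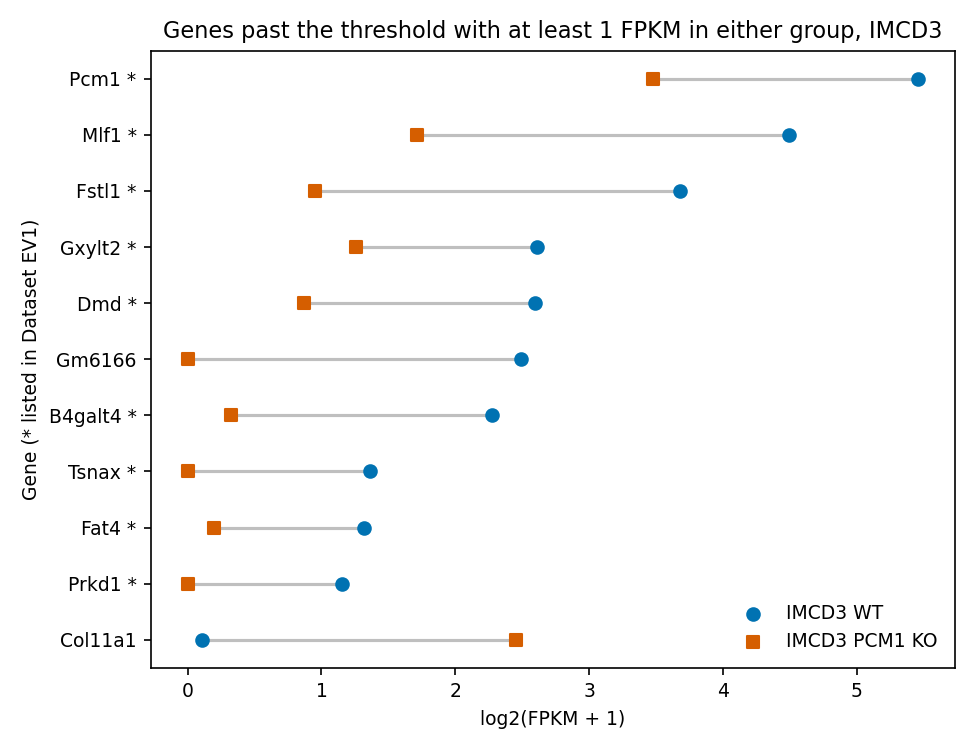
Values of the 11 genes past the threshold with at least 1 FPKM in either group, as log2(FPKM + 1) on the x axis, with IMCD3 WT as circles and IMCD3 PCM1 KO as squares, 1 group value each; genes listed in Dataset EV1 carry an asterisk. The PCM1 KO value lies above the WT value for Col11a1 and below it for the other 10 genes.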

RNA sequencing (RNAseq) analysis of PCM1 KO and control IMCD3 cells revealed 8 genes, which were differentially regulated with log_2_ fold change > 1.5 and *P *< 0.05 (Dataset EV1). 

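The 16 genes lie on 8 chromosomes, and 14 of them are protein-coding. Prkd1, a protein kinase, lies on chromosome 12 from 50341231 to 50649098. Tsnax, which encodes a partner of the RNA-binding protein translin, lies on chromosome 8 from 125012997 to 125034192. Mlf1 lies on chromosome 3 from 67374097 to 67400003, and the atypical cadherin gene Fat4 lies on the same chromosome from 38886940 to 39011985. Dmd, the dystrophin gene, lies on chromosome X from 82948870 to 85206141. Gxylt2, a xylosyltransferase gene, lies on chromosome 6 from 100704734 to 100810913. Fstl1 lies on chromosome 16 from 37776873 to 37836514 and the galactosyltransferase gene B4galt4 from 38742264 to 38769049. These neighbours are 905750 bp apart, and the 7 genes between them with a value of at least 1 FPKM had a median log2 ratio of -0.25. Gm42752 and Fat4 are 1047367 bp apart, and the 3 genes between them had a median log2 ratio of 1.16. Gene lists for cilium, centrosome, stress and cell state were fixed before the values were seen. Of the 264 symbols in the 17 lists other than Dataset EV1, 1 belongs to a gene among the 16, Pcm1.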

Gene ontology and KEGG pathway functional analysis did not identify any functional clustering among these genes. Therefore, it seems unlikely that the differential expression of the identified genes is a direct result of the loss of satellites and the direct cause of the phenotypes observed in PCM1 KO cells. Together, these results show that loss of satellites does not induce a major stress response or compensation mechanism in these cells.

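The transcripts of genes tied to the phenotypes were compared between IMCD3 WT and PCM1 KO cells as lists. For each list, the median log2 ratio of the genes with a value of at least 1 FPKM in either group was set against 10000 random lists of genes with similar expression, and 18 lists were compared in this way. The 11 genes of the proteins measured by immunoblot had a median log2 ratio of 0.07, at percentile 91.6 of the random lists, and ranged from -0.42 for Cep164 to 0.24 for Bbs4. None of these 11 had an unadjusted p-value under 0.05 in the authors' deposited table. Mib1 had 19.1 FPKM in WT and 21.2 FPKM in PCM1 KO cells, and it lies at the edge of a part of chromosome 18 where many neighbouring genes were higher in PCM1 KO cells, outside that part once the GC or length trend is removed. The 24 genes of intraflagellar transport and the BBSome had a median of 0.06, at percentile 96.7. The 20 satellite component genes had a median of 0.07, at percentile 97.52, with 14 genes higher and 6 lower. It lay at the edge of the middle 95% of random lists, and inside it at percentile 95.6 with every gene above 0 included, at 96.4 with the GC trend removed and at 97.2 without genes whose estimate failed. It was outside at percentile 98.2 with a pseudocount of 0.1 and at 97.7 with a minimum of 5 FPKM. The 5 Hedgehog pathway genes above the minimum value had a median of -0.17, at percentile 6.77. Smo had 36.0 FPKM in WT and 31.3 FPKM in PCM1 KO cells, a log2 ratio of -0.20. Gli1 had 0.247 FPKM in WT and 0.768 FPKM in PCM1 KO cells, a log2 ratio of 1.63 that fell to 0.50 with the pseudocount. Its p-value in the authors' deposited table was 0.157, and both values lie under 1 FPKM. The direction is opposite to the very small decrease of Gli1 mRNA that the paper reports by qPCR before SAG treatment. The sample titles name no SAG treatment, so the response of Gli1 to SAG was not examined here. Among the tested genes of the 4 lists, 0 passed when adjusted over the list alone and 0 over all genes tested.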

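Across the 22450 genes above 0, log2(FPKM + 1) in IMCD3 WT and PCM1 KO cells had a Pearson r of 0.993; this is a correlation across genes, which are not independent replicates. Over the genes with a value of at least 1 FPKM in either group, r was 0.982. Of these 11551 genes, 98.1% differed by less than 2-fold, and the 5th and 95th percentiles of the log2 ratio were -0.45 and 0.45. The 14 genes of the unfolded protein response had a median log2 ratio of 0.07, at percentile 91.8 of the random lists, and the 7 heat shock genes had a median of 0.00, at percentile 45.2. The 10 targets of p53 had a median of 0.04, at percentile 80.7. Among them Cdkn1a, named here after its values were seen, had 17.8 FPKM in WT and 35.4 FPKM in PCM1 KO cells, with a p-value of 0.0120 in the authors' deposited table. The 5 oxidative stress genes had a median of -0.15, at percentile 4.42, and a median of 0.11 when every gene above 0 was included. The 9 genes of autophagy and lysosomes had a median of -0.10, at percentile 6.45. The 15 interferon response genes had a median of -0.19, at percentile 1.81 and below the middle 95% of random lists, with 9 genes lower and 6 higher. With a pseudocount of 0.1 the interferon list stood at percentile 3.70, inside the middle 95%. In the authors' deposited table, Oas1a and Rsad2 of this list were higher in PCM1 KO cells, with log2 fold changes of 1.18 (p = 0.0388) and 1.42 (p = 0.0182). The 12 proliferation genes had a median of -0.06, at percentile 6.80. Mki67 of this list, also named after its values were seen, had 112 FPKM in WT and 61.0 FPKM in PCM1 KO cells, with a p-value of 0.0335 in the authors' deposited table. In these 7 lists, 0 genes passed when adjusted over the list alone and 0 over all genes tested. A list not among these or in the figure stood further out. The 55 genes of the proteins labelled as lower in Fig 8A had a median of -0.21, below every one of the 10000 random lists. Of these genes, 39 were lower and 16 higher. Some genes, among them Oas1a, are in both this list and the interferon list. From the small number of differentially regulated genes and the lack of functional clustering among them, the paper concludes that loss of satellites does not bring about a major stress response or compensation.

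**Figure D2:**
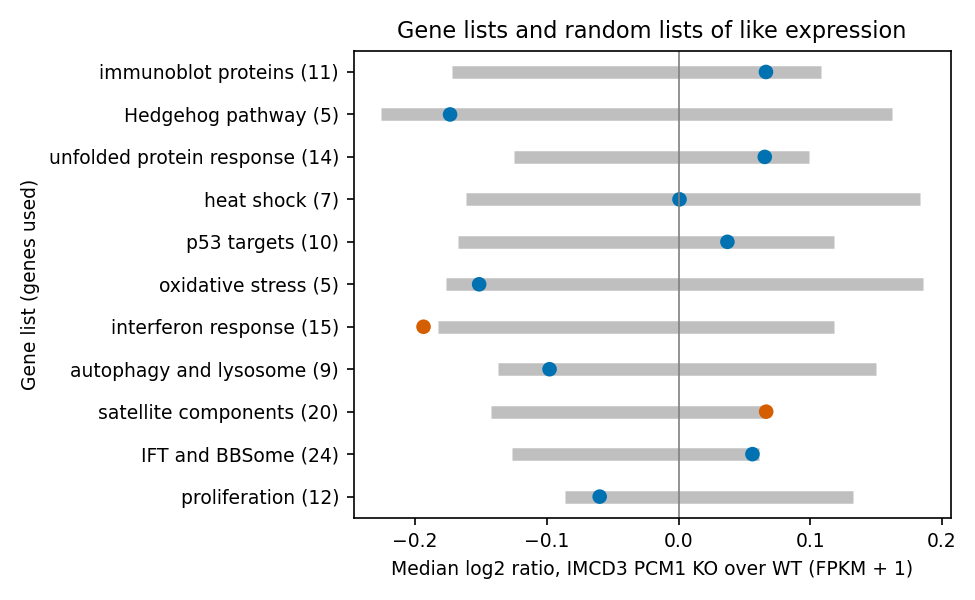
Median log2 ratio of IMCD3 PCM1 KO over WT, from FPKM + 1, for 11 gene lists on the y axis with the number of genes used; grey bars span the middle 95% of 10000 random lists. The medians of the interferon response (-0.19) and of the satellite components (0.07) lie outside their bars.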

In contrast to the transcriptome analysis, tandem mass tag (TMT) labeling‐based quantitative analysis of the global proteome of control and IMCD3 PCM1 KO cells showed that loss of satellites substantially altered the proteomics profile. A total of 6,956 proteins were identified with high confidence, 295 of which were upregulated, while 296 were downregulated (log_2_‐transformed normalized ratios > 0.5) (Fig 8A, Dataset EV2 and EV3). GO‐term analysis of the major biological processes and compartments enriched or depleted significantly in PCM1 KO cells identified categories related to “centrosome”, “cell proliferation”, and “microtubules” (Fisher's exact test, FDR < 0.05; Fig EV5). This is in agreement with the function of satellites as regulators of the centrosome/cilium complex. Moreover, the GO terms actin cytoskeleton, cell migration and adhesion, endocytosis, neuronal processes, metabolic processes were among the most enriched and depleted compartments and processes in Fig EV5C and D, which was also illustrated as functional network clustering analysis in Fig EV5A and B. Together, this analysis suggests possible functions for satellites in these processes.

**Figure 8:**
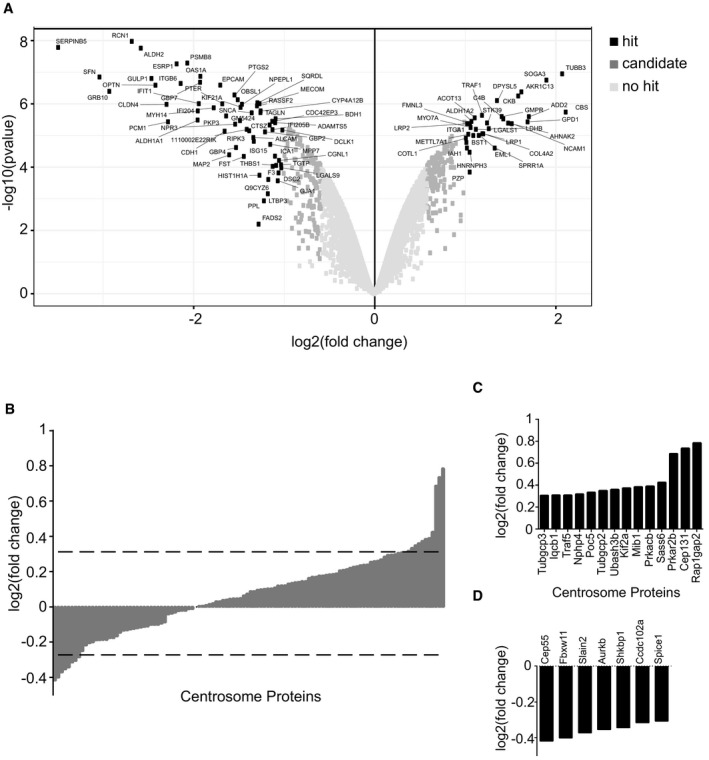
Loss of satellites changes the global proteome Quantitative proteomics profiling of IMCD3 PCM1 KO cells.
Volcano plots illustrating that 591 proteins show a significant change in abundance. Data were derived from mass spectrometry analysis of three biological replicates of control and IMCD3 PCM1 KO cells. The *x*‐axis corresponds to the log_2_ fold change value, and the *y*‐axis displays the −log_10_ *P*‐value. Proteins were classified into hits (indicated with black circles) if the FDR is smaller than 0.05 and a fold change of at least twofold is observed. Proteins were classified into candidates (indicated with medium gray circles) if the FDR is smaller than 0.2 and a fold change of at least 1.5‐fold is observed.Comparison of the centrosome proteome with the IMCD3 PCM1 KO global proteome. 112 centrosome proteins identified in the global proteome (*x*‐axis) were plotted against their log_2_‐transformed ratios of fold changes (*y*‐axis) between IMCD3 PCM1 KO and control samples. Dashed line indicates the threshold we determined for the significantly upregulated and downregulated proteins represented in (C and D).Significantly upregulated centrosome proteins (log_2_ > 0.3).Significantly downregulated centrosome proteins (log_2_ < −0.3).

**Figure EV5:**
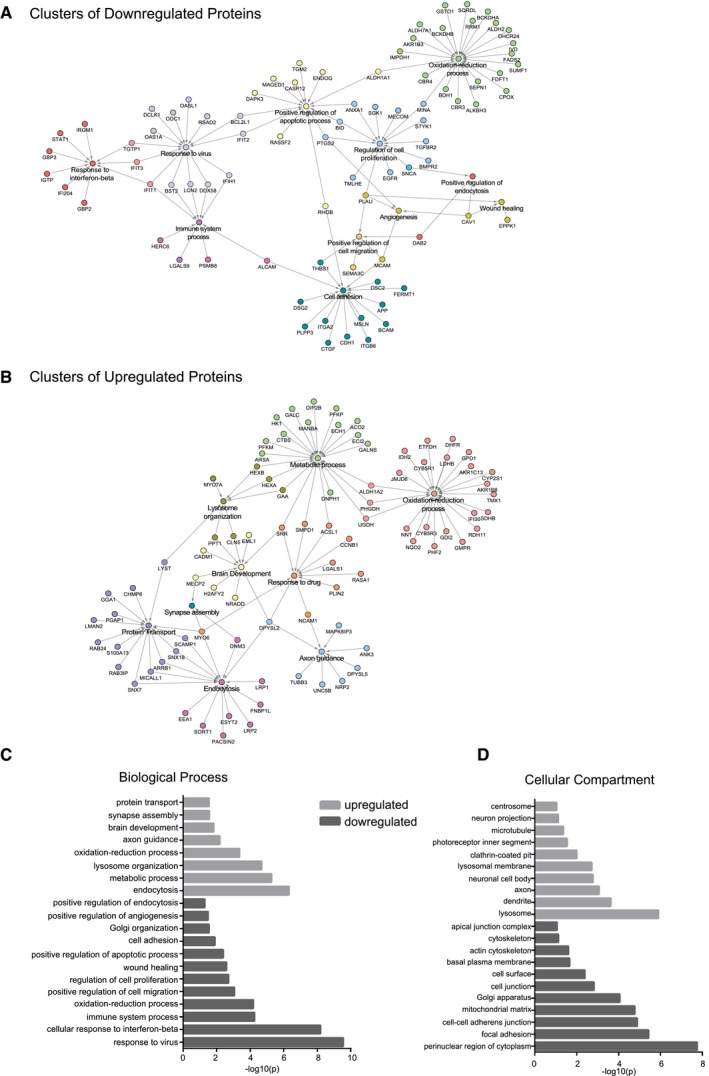
Interaction network and GO analysis of the upregulated and downregulated proteins in IMCD3 PCM1 KO cells A, BInteraction network analysis for (A) downregulated and (B) upregulated proteins identified by GO‐enrichment analysis revealed pathways enriched or depleted in satellite‐less cells.C, DGO‐enrichment analysis for upregulated and downregulated proteins in satellite‐less cells in (C) biological function and (D) cellular compartment categories.

To specifically determine the consequences of satellite loss on the cellular abundance of centrosome proteins, we cross‐correlated the global proteome dataset with the published centrosome proteome 57. Unexpectedly, we found that majority of the 116 centrosome proteome identified remains in place, where only a few proteins including the satellite protein Cep131 and regulatory proteins Ran1Gap2 and Prkar2B were perturbed in the global proteome (Fig 8B–D) 34, 58, 59, 60. Consistent with the proteomics data, a significant increase in the cellular abundance of Cep131 and a significant decrease in SLAIN2 was detected using immunoblotting experiments (Fig 4G). Due to the low abundant nature of centrosome proteins, we set a lower significance threshold (log_2_ > 0.3 for TMT labeling) for detecting changes in abundance, which identified 21 proteins in IMCD3 KO cells to be differentially expressed. The upregulated and downregulated centrosome proteins were implicated in a wide range of processes including suppressors and activators of ciliogenesis, centriole duplication, spindle formation, signaling, and microtubule cytoskeleton (Fig EV5C and D). The lack of functional clustering among these proteins shows that the regulatory roles of satellites on their resident proteins are specific to each protein and that phenotypic consequences of loss of satellites are likely combinatorial effects of these changes, instead of a specific pathway.

## Discussion

The results of our study reveal two specific roles of satellites in vertebrate cells. First, satellites are required for efficient ciliogenesis, regulation of the ciliary shaft and the ciliary membrane content, and epithelial cell organization in 3D cultures. In particular, satellites are required directly or indirectly for efficient response to Hedgehog pathway agonists. Second, satellites are regulators of the protein targeting and cellular proteostasis, not only for centrosome proteins but also for proteins from a diverse set of pathways. Given that mutations affecting various satellite components cause ciliopathies 5, 61 and loss of satellites in zebrafish leads to ciliopathy‐related phenotypes 20, our findings suggest variable degrees of defects in cilium assembly, signaling, and tissue architecture linked to satellite mutations as mechanisms underlying diverse disease phenotypes of ciliopathies.

A variety of satellite‐specific functions were reported through previous loss‐of‐function studies targeting PCM1. Transient depletion of PCM1 caused defects in organization of the interphase microtubule network in U2OS cells 37, cell cycle progression and cell proliferation in MRC‐5 primary human fibroblasts and HeLa cells 62, and cilium formation in RPE1 cells 39, 40. Constitutive depletion of PCM1 from RPE1 and GBM cells caused inhibition of ciliogenesis 36, 42. We found that satellites are only required for cilium assembly and function, but not for cell proliferation, cell cycle progression, and centriole duplication in IMCD3 and RPE1 cells. This variation in phenotypes, except for the cilium‐related ones, could be due to a functional compensation mechanism that rescues the defects caused by constitutive loss of satellites, previously reported for another satellite protein Azi1 63. Alternatively, the requirement for satellites in these processes may simply vary in different cell types, as we show for cilium‐related processes in this study. We would like to highlight that loss‐of‐function studies of PCM1 also defined functions for satellites in autophagy 30, stress response 21, 23, and neuronal progenitor cell proliferation and migration 38, 41, 64, which we have not focused on in this study.

Satellite loss in RPE1 cells caused an almost complete inhibition of ciliogenesis, identifying a direct and requisite role for satellites in cilium assembly in these cells 36. In contrast, satellite‐less IMCD3 cells had a much weaker twofold reduction in their ability to ciliate. The variation in the phenotypes observed in IMCD3 and RPE1 cells might be due to differences in the species and tissues they are derived from, ciliogenesis mechanisms, and mechanism of transformation. IMCD3 cells that ciliated in the absence of satellites had cilia of similar length compared to control cells, which suggests that satellites in these cells are required to initiate assembly of the ciliary axoneme. While satellite‐less cells proceeded normally through early steps of mother centriole maturation, they were defective in the recruitment of Ift88 to the basal body, suggesting that satellites promote ciliogenesis upstream of this stage during ciliogenesis. Supporting the relationship between IFT machinery and satellites, proteomics studies identified putative interactions of satellites with various IFT‐A and IFT‐B components, supporting the functional relationship between the IFT machinery and satellites 27, 65, 66. Of note, we observed that centrosomal levels of Cep164 and Talpid3 increased in satellite‐less cells and we do not know whether these changes have any functional consequences on ciliogenesis.

Satellites were shown to regulate the stability of the ciliogenesis factor Talpid3 and the Atg8 autophagy marker Gabarap through sequestration of Mib1, which suggested that they might mediate functions as regulators of protein degradation pathways 30, 36. However, the turnover of which centrosome proteins are regulated by satellites was not known. Global proteomics of IMCD3 cells showed that the majority of the centrosome proteome remained unaltered and that only the expression of a small subset of centrosome proteins were perturbed. Importantly, Mib1 was among upregulated centrosome proteins in IMCD3 satellite‐less cells, corroborating the negative crosstalk between PCM1 and Mib1 stability 23, 30, 36, 67. It is important to note that the global proteome analysis is limited in identifying all the centrosome proteins and determining changes in their expression levels with high sensitivity, due to the low abundance levels of most centrosome proteins in cells 68.

In addition to regulating protein stability, satellites were shown to mediate their functions through targeting proteins to the centrosome or sequestering them to limit their centrosomal recruitment. In agreement, we detected changes in the centrosomal and ciliary levels of key ciliogenesis proteins, as well as ciliary membrane and shaft proteins. These results show functions for PCM1 in the ciliary recruitment of proteins for the first time and also suggest that these defects might be the underlying the satellite‐related defects *in vivo* and in disease. Notably, for some proteins like Ift88 and Mib1, we showed that changes in the centrosomal levels of these proteins do not scale with changes in their cellular abundance. An attractive possibility for this discrepancy is that satellite‐less cells compensate for functional defects through modulating the centrosomal recruitment of proteins. Because we performed this analysis only for a handful of proteins, future studies like identification of the centrosome and cilium proteome in satellite‐less cells are required to elucidate the complete list of centrosome and cilium proteins regulated by PCM1.

Despite the unaltered abundance of the centrosome proteome, loss of satellites led to a significant rearrangement of the global proteome, suggesting that satellites regulate cellular proteostasis. Importantly, these global studies provided insight into previously uncharacterized satellite functions. Among the most enriched pathways were the ones related to the actin cytoskeleton such as cell migration, cell adhesion, and endocytosis. The possible functional connection of satellites to actin‐related processes is noteworthy due to the function of centrosomes as actin‐nucleating centers. In particular, satellites are required for centrosomal actin nucleation through targeting actin assembly factors to the centrosome 69, 70. Satellites might also function in other actin‐regulated ciliary processes, such as periciliary vesicle transport to the basal body and cilia length regulation 71, 72, 73, 74. Moreover, we also found a markedly strong increase at the protein level in neurogenesis‐linked pathways, such as neuronal body and extensions, postsynaptic membrane, and axon guidance. Consistently, mutations in PCM1 were associated with schizophrenia 75, 76, 77, and PCM1, Hook3, DISC1, and SDCCAG8 were implicated in maintaining neural progenitor cells and neuronal migration during cortical development. Future studies on studying satellites in different contexts will be important to identify the full range of satellite functions.

While phenotypic characterization of stable genetic knockout model for of satellite‐less cells has led to important insights into satellite function and molecular mechanism, its disadvantage is the possible masking of some satellite phenotypes. Generation and maintenance of PCM1 KO lines using the CRISPR/Cas9 genome editing approach requires a long time frame where cells undergo many successive divisions without satellites and thus might have enough time to activate compensatory mechanisms that can mask satellite‐specific phenotypes, specifically through proteomic modulation for satellite‐less cells as their transcriptome scarcely change 78, 79. Likewise, some of the changes we detected in global transcriptomics and proteomics might be specific to cell clones. Future studies using spatially and temporally controlled *in vitro* and *in vivo* experiments are required to overcome these limitations.

In summary, our findings identify a more complex molecular and functional relationship between satellites and the centrosome/cilium complex. We suggest that satellites are among the additional regulatory mechanisms vertebrates acquired during evolution in order to prevent defects in the biogenesis and function of the centrosome/cilium complex and thereby associated diseases. Future studies are required to elucidate the functions of satellites in different cell types and tissues and to investigate how defects in these functions are associated with different disease states.

## Materials and Methods

### Cell culture and transfection

IMCD3::Flippin cells (gift from Max Nachury, UCSF, CA) and hTERT::RPE1 cells (ATCC^®^ CRL‐4000) were grown in DMEM/F12 50/50 (Life Technologies) supplemented with 10% fetal bovine serum (FBS; Life Technologies). HEK293T cells were grown in DMEM supplemented with 10% FBS. Media were supplemented with 100 U/ml penicillin and 100 μg/ml streptomycin (Life Technologies). All cells were cultured at 37°C and 5% CO_2_. All cell lines were authenticated by Multiplex Cell line Authentication (MCA) and were tested for mycoplasma contamination by MycoAlert Mycoplasma Detection Kit (Lonza). RPE1 and IMCD3 cells were transfected with the plasmids using Lipofectamine LTX according to the manufacturer's instructions (Life Technologies). HEK293T cells were transfected with the plasmids using 1 μg/μl polyethylenimine, MW 25 kDa (PEI, Sigma‐Aldrich, St. Louis, MO). IMCD3 cells stably expressing HTR6‐LAP, SSTR3‐LAP, LAP‐PCM1, and LAP‐PCM1 (1–3,600) were generated by cotransfecting IMCD3 Flip‐in cells with pEF5.FRT.LAP expression vectors and pOG44 at a ratio of 1:7 using Lipofectamine LTX. After incubating cells with the transfection mix for 6 h, medium was replaced with complete medium for 24 h, which was followed by selection with 200 μg/ml hygromycin B (Sigma‐Aldrich) for 1 week. Colonies formed within 10–14 days, individual colonies were picked after selection and screened by immunofluorescence for expression of LAP‐fusion proteins. For cilium‐related experiments, cells were incubated in low‐serum medium (0.5% serum) for 24 h or 48 h. For Smo relocalization experiments, cells were serum‐starved for 24 h and incubated with 200 nm SAG (EMD Millipore) for 4, 8, 12, or 24 h.

### 3D spheroid assay

40 μl/well of 100% Matrigel (BD Biosciences) was solidified in Lab‐Tek 8‐well chamber slides (Thermo Fisher) through 15‐min incubation at 37°C. Control and IMCD3 PCM1 KO cells were trypsinized, washed with PBS, and resuspended in DMEM/F12 50/50 supplemented with 2% fetal bovine serum and 2% Matrigel, and 5,000 cells/well were plated in Matrigel‐coated 8‐well chamber slides. Cells were grown at 37°C for 4 days, serum‐starved for 1 day, fixed with paraformaldehyde (PFA) and stained with the indicated markers. Cell clusters with no hollow lumen, multiple lumens, disturbed organization of apical and basal markers, and/or misaligned nuclei were quantified as defective. Rescue experiments were performed by transient transfection of myc‐BirA*‐PCM1.

### Lentivirus production and cell transduction

Lentivirus were generated as described 80, using pLentiCRISPRv2, pLentiCRISPRv2‐mousePCM1, and pLentiCRISPRv2‐humanPCM1 plasmids as transfer vectors. For infection, 1 × 10^5^ IMCD3 cells were seeded on 6‐well tissue culture plates the day before infection, which were infected with 1 ml of viral supernatant the following day. 24 h post‐infection, medium was replaced with complete medium. 48 h post‐infection, cells were split and selected in the presence of 2 μg/ml puromycin for 5–7 days till all the control cells died. LentiCRISPRv2 empty vector‐transfected and puromycin‐selected cells were used as control. After the PCM1 knockout efficiency was determined in the heterogeneous pool using immunofluorescence experiments, cells were trypsinized and serial dilutions were performed into normal growth medium. Colonies formed within 10–14 days were then trypsinized and expanded for screening for knockouts by immunofluorescence and Western blotting. IMCD3 cells stably expressing mCherry‐H2B were generated by infection of cells with mCherry‐H2B‐expressing lentivirus. Lentivirus was generated using pLVPT2‐mCherry‐H2B plasmid as transfer vectors.

### Cloning and genome editing

Full‐length cDNA of BBS4 (NM_001252678) was obtained from DF/HCC DNA Resource Core (Harvard Medical School, MA). Full‐length cDNAs for human PCM1 (NM_006197), HTR6 (NM_021358), and SSTR3 (BC120843) were amplified from the peGFP‐N1‐PCM1, peGFP‐N1‐SSTR3, and peGFP‐N1‐HTR6 plasmids. PCR‐amplified open reading frames of full‐length PCM1 and its deletion mutant (1–3,600), HTR6, BBS4, and SSTR3 were cloned into pDONR221 using the Invitrogen Gateway system. Subsequent Gateway recombination reactions using pMN444 pEF5‐FRT‐LAP DEST, provided by M. Nachury (UCSF, CA), were used to generate LAP‐PCM1, LAP‐PCM1(1–1,200), HTR6‐LAP, SSTR3‐LAP, and BBS4‐LAP. Full‐length PCM1 was PCR‐amplified using forward primer flanked with XhoI Site and reverse primer flanked with KpnI Site and ligated into pcDNA3.1‐mycBirA* plasmid digested with XhoI and KpnI using T4 DNA ligase. Guide RNAs targeting human and mouse PCM1 coding exon 2 were cloned into LentiCRISPRv2 (gift of Feng Zhang, Addgene plasmid #52961) using the following primers: mouseOligo forward: 5′‐CACCGCTGCTGTGTGGAAACGTATG‐3′, mouseOligo reverse: 5′‐ AAACCATACGTTTCCACACAGCAGC‐3′, humanOligo forward: 5′‐ CACCGCTACTGTGTGGGAACGTATG‐3′, humanOligo reverse: 5′‐ AAACCATACGTTCCCACACAGTAGC‐3′, nontargeting forward: 5′‐ CGCTTCCGCGGCCCGTTCAA‐3′, nontargeting reverse: 5′‐TTGAACGGGCCGCGGAAGCG‐3′. 

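The targeting part of the mouse oligonucleotide, CTGCTGTGTGGAAACGTATG, was searched in all mouse transcripts of GENCODE M21, and the human part, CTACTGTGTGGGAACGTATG, in all human transcripts of GENCODE 44. Each 20-base sequence matched transcripts of 1 gene only, Pcm1 in mouse and PCM1 in human, on the antisense strand and next to the motif TGG. In mouse the site lies on chromosome 8 of GRCm38 from 41257935 to 41257954. In the first transcript that the annotation names it is in exon 3 of 38, which is coding exon 2 of 37, and the 3 protein-coding transcripts of Pcm1 all contain it. In human the site lies on chromosome 8 of hg38 from 17937278 to 17937297, in exon 4 of the 39 exons of the first transcript of PCM1. This is also coding exon 2 of 37, and the site is in all 7 protein-coding transcripts of PCM1. Both exons are 246 bp long. Cas9 cuts 3 bases from the motif, which places the cut between 41257937 and 41257938 in mouse and between 17937280 and 17937281 in human. In both species the cut falls at codon 81, of 2025 codons in the mouse transcript and of 2024 codons in the human transcript. The human sequence has 1 exact match in the hg38 genome. A genome-wide search of the mouse sequence and of near matches was not made.

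**Figure D3:**
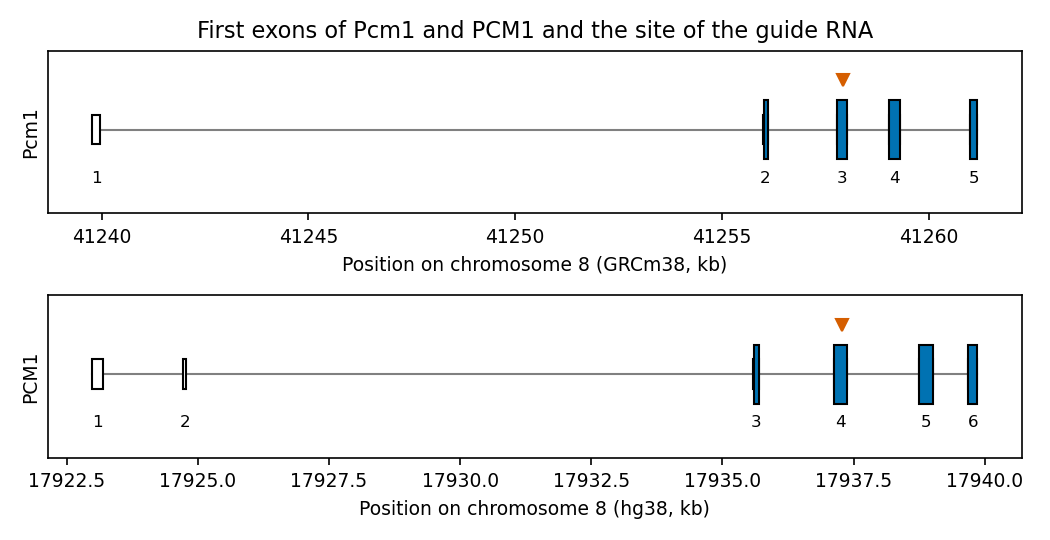
First exons of Pcm1 (GRCm38) and PCM1 (hg38) drawn to scale along chromosome 8, with position in kb on the x axis; open boxes are untranslated, filled boxes are coding, numbers are exon numbers, and the triangle marks the guide site. The triangle sits over exon 3 in mouse and exon 4 in human.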

All plasmids were verified by DNA sequencing.

### Flow cytometry and proliferation assays

Cells were harvested and fixed in 70% ethanol at −20°C overnight, followed by washes in phosphate‐buffered saline (PBS) and staining with 40 μg/ml propidium iodide and 10 μg g/ml RNaseA at 37 for 30 min. Cell cycle analysis was performed using a Sony SH800S Cell Sorter for IMCD3 cells (Sony) and BD Accuri C6 Sorter for RPE1 cells (BD Biosciences). For proliferation assays, 2 × 10^5^ cells were plated and cells were counted at 1, 2, 3, and 5 days. At each count, cells were split at 1:2.

### Cell lysis and immunoblotting

For preparation of cell extracts, cells were trypsinized off the plate, washed in PBS, and lysed in lysis buffer (50 mM Tris (pH 7.6), 150 mM NaCI, 1% Triton X‐100, and protease inhibitors) for 30 min at 4°C and centrifuged at 15,000 *g* for 15 min. The protein concentration of the resulting supernatants was determined with the Bradford solution (Bio‐Rad Laboratories, CA, USA). For immunoblotting, equivalent amount of total protein for each cell extract were first resolved on SDS–PAGE gels, transferred onto nitrocellulose membranes, blocked in TBS‐T (Tris‐buffered saline with 0.1% Tween‐20) with 5% milk, blotted with primary antibodies overnight at 4°C and secondary antibodies for 1 h at room temperature. Visualization of the blots was carried out with the LI‐COR Odyssey^®^ Infrared Imaging System and software at 169 μm (LI‐COR Biosciences).

### RNA isolation, cDNA Synthesis, and qPCR

Total RNA was isolated from control and IMCD PCM1 KO cells before SAG treatment and 24 h after SAG treatment using NucleoSpin RNA kit (Macherey‐Nagel) according to the manufacturer's protocol. Quantity and purity of RNA were determined by measuring the optical density at 260 and 280 nm. Single‐strand cDNA synthesis was carried out with 1 mg of total RNA using iProof High‐Fidelity DNA Polymerase) qPCR analysis of Gli1 was performed with primers 5′ GCATGGGAACAGAAGGACTTTC 3′ and 5′ CCTGGGACCCTGACATAAAGTT 3′ using GoTaq^®^ qPCR Master Mix (Promega).

### Antibodies

Anti‐PCM1 antibody was generated and used for immunofluorescence as previously described 29. Other primary antibodies used for immunofluorescence in this study were rabbit anti‐PCM1 (Proteintech—19856‐1‐AP) at 1:1,000, goat anti‐PCM1 (E‐5, Santa Cruz Biotechnology—sc50164) at 1:1,000, mouse anti‐γ‐tubulin (GTU‐88; Sigma‐Aldrich—T6557) at 1:4,000, mouse anti‐GFP (3e6; Invitrogen—11120) at 1:750, mouse anti‐acetylated tubulin (6‐11‐B; Sigma‐Aldrich—T6793)) at 1:10,000, mouse anti‐polyglutamylated tubulin (GT335, Adipogen—AG‐20B‐0020) at 1:500, mouse anti‐Smo (Santa Cruz Biotechnology—sc166685) at 1:500, mouse anti‐Arl13b (Neuromab—75‐287) at 1:1,000, rabbit anti‐IFT88 (Proteintech—13967‐1‐AP) at 1:200 81, mouse anti‐MIB1 (Santa Cruz Biotechnology—sc‐393811) at 1:500, rabbit anti‐CP110 (Proteintech—12780‐1‐AP) at 1:200 82, rabbit anti‐Talpid3 (Proteintech—24421‐1‐AP) at 1:500 83, rabbit anti‐Cep290 (Abcam—ab84870) at 1:750 84, rat anti‐ZO1 (Santa Cruz Biotechnology—sc33725) at 1:200, rabbit anti‐beta‐catenin (Proteintech—51062‐2‐AP) at 1:500, and mouse anti‐Cep164 at 1:500 85. Secondary antibodies used for immunofluorescence experiments were Alexa Fluor 488‐, 568‐, or 633‐coupled (Life Technologies), and they were used at 1:2,000. Primary antibodies used for Western blotting were rabbit anti‐PCM1 (ProteinTech—19856‐1‐AP) at 1:500, mouse anti‐γ‐tubulin (GTU‐88; Sigma‐Aldrich—T6557) at 1:4,000, mouse anti‐acetylated tubulin (6‐11‐B; Sigma‐Aldrich) at 1:10,000, mouse anti‐polyglutamylated tubulin (GT335, Adipogen) at 1:500, mouse anti‐Arl13b (Neuromab—75‐287) at 1:500, mouse anti‐Smo (D‐19, Santa Cruz Biotechnology—sc166685) at 1:500, rabbit anti‐IFT88 (Proteintech—13967‐1‐AP) at 1:500, mouse anti‐MIB1 (Sigma‐Aldrich—M5948) at 1:500 36, rabbit anti‐CP110 (Proteintech—12780‐1‐AP) at 1:500 82 and rabbit anti‐Cep164 (Proteintech—22227‐1‐AP) at 1:500, rabbit anti‐Talpid3 (Proteintech—24421‐1‐AP) at 1:500, rabbit anti‐Cep290 (Proteintech—22490‐1‐AP) at 1:500 rabbit, rabbit anti‐BBS4 (Proteintech—12766‐1‐AP) at 1:500 86, and mouse anti‐vinculin (H‐10—Santa Cruz Biotechnology—sc‐25336) at 1:1,000. Secondary antibodies used for Western blotting experiments were IRDye 680‐ and IRDye 800‐coupled and were used at 1:15,000 (LI‐COR Biosciences).

### Immunofluorescence, microscopy, and quantitation

For immunofluorescence experiments, cells were grown on coverslips and fixed in either methanol for 5 min or 4% PFA for 15 min in PBS for indirect immunofluorescence. For CP110 staining, cells were pre‐extracted in 0.01% Tx‐100 in PBS for 1 min before fixation. After rehydration in PBS, cells were blocked in 3% BSA (Sigma‐Aldrich) in PBS + 0.1% Triton X‐100 for 30 min. Coverslips were incubated in primary antibodies diluted in blocking solution for 1 h at room temperature and Alexa Fluor 488‐, 594‐, or 680‐conjugated secondary antibodies for 1 h at room temperature. Samples were mounted using Mowiol mounting medium containing N‐propyl gallate (Sigma‐Aldrich). Coverslips of cells were imaged using LAS X software (Premium; Leica) on a scanning confocal microscope (SP8; Leica Microsystems) with Plan Apofluar 63 × 1.4 NA objective or a fluorescent microscope (DMi8; Leica Microsystems) with Plan Apofluar 63 × 1.4 NA objective using a digital CMOS camera (Hamamatsu Orca Flash 4.0 V2 Camera). Images were processed using Photoshop (Adobe) or ImageJ (National Institutes of Health, Bethesda, MD).

Quantitative immunofluorescence of centrosomal and ciliary levels of proteins was performed on cells by acquiring a z‐stack of control, knockout, and rescue cells using identical gain and exposure settings, determined by adjusting settings based on the fluorescence signal in the control cells. The z‐stacks were used to assemble maximum‐intensity projections. The centrosome regions in these images were defined by γ‐tubulin staining for each cell, and the total pixel intensity of a circular 3 μm^2^ area centered on the centrosome in each cell was measured using ImageJ and defined as the centrosomal intensity. The ciliary regions in these images were defined by Arl13b or acetylated tubulin for each cell. Background subtraction was performed by quantifying fluorescence intensity of a region of equal dimensions in the area neighboring the centrosome or cilium. Ciliary protein concentrations were determined by dividing fluorescence signal of the protein to the cilium length, which was quantified using Arl13b or acetylated tubulin staining. Primary cilium formation was assessed by counting the total number of cells and the number of cells with primary cilia, as detected by Arl13b or acetylated tubulin staining and DAPI staining. All data acquisition was done in a blinded manner.

Quantitative analysis of ciliogenesis efficiency in 3D cultures was determined by acquiring a z‐stack of control, knockout, and rescue cells and assembling maximum‐intensity projections. The number of cilia counted by Arl13b staining was divided into the number of cells counted by DAPI staining to calculate ciliogenesis efficiency of each spheroid and cell cluster.

### Fluorescence recovery after photobleaching analysis

Cells were cultured in coverglass‐bottom dishes (Laboratory‐Tek II Chamber) and serum‐starved for 24 h. Photobleaching experiments were performed using Leica SP8 confocal laser scanner (Leica SP8) a Plan Apofluar 63 × 1.4 NA objective and a scan zoom of 5. Cells were kept at 37°C with 5% CO_2_ during the imaging. A z‐stack of 4 μm with 0.5 μm step size was taken during pre‐ and post‐bleaching cilium FRAP experiments. One stack of images was captured before photobleaching, followed by photobleaching done in five iterations with 488‐nm Argon laser with 100% power in the defined region of interest (ROI). Post‐bleaching stacks were captured every 5 s for SSTR3‐LAP and 6 s for HTR6‐LAP for 2 min for half‐cilium FRAP experiments and 5 min for full‐cilium FRAP experiments. The relative fluorescence intensities were calculated from the maximum projection files using ImageJ and plotted against time. Recovery graph quantifications, t‐half, and mobile pool quantifications were done using the equations as described 87.

### Transcriptome analysis

Transcriptome analysis was performed as described previously with the following modifications. Quality of reads of raw data was analyzed via FastQC program. We removed the sequencing reads with adaptor contamination and low‐quality bases (quality score < Q30) via Trimmomatic (v0.35) to clean and advance the quality of the reads. All sequence data were 2 × 100 bp in length. The high‐quality reads were saved in fastq files and deposited to NCBI's Gene Expression Omnibus under GEO Series accession number GSE123017. Clean and high‐quality data were utilized for all downstream analysis. We used STAR aligner (v2.5.3) to generate genome indexes and mapping reads to the reference genomes that are hg38 for human cell line samples and GRCm38.p5 for mouse cell line samples. 

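RPE1 is a line of human retinal pigment epithelial cells. The human samples were 2 libraries of RPE1 WT cells and 2 libraries of RPE1 PCM1 KO cells, with paired reads of 100 bp, mapped by the authors to hg38. Their comparison also gives 1 FPKM value per gene and group, without a value per library. Of 60658 genes, 14199 were tested in the authors' deposited table, 46452 had too few aligned fragments and 7 lay in loci where the estimate was skipped. PCM1 (ENSG00000078674) had 49.6 FPKM in RPE1 WT and 19.8 FPKM in RPE1 PCM1 KO cells, a log2 ratio of -1.33. The authors' deposited table gives PCM1 a p-value of 0.0044 and a q-value of 0.545. The gene identifiers of the human table matched GENCODE 44 for 93.2% of genes, and those of the mouse table matched GENCODE M21 for 99.8%. The locus printed for a gene was the annotated position of that gene for 60.5% of the matched mouse genes and 31.2% of the matched human genes. Many other loci span several genes, so positions were taken from the annotation.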

At the mapping step, reads having the non‐canonical junctions were removed and only uniquely mapping reads were utilized. Following the alignment, Pearson's correlation analysis was conducted to obtain the transcript‐level *R* ^2^ value between replicates. To determine the differentially expressed genes (DEGs), we utilized Cuffdiff with a minimum alignment count of 10, false discovery rate (FDR) < 0.05. The absolute value of |Fold change| ≥ 2 and *q*‐value < 0.05 was used as the threshold to judge significant differences in gene expression. DAVID Bioinformatics Resources 6.8 88, 89 was utilized to determine the statistical enrichment of the significantly (*P *< 0.05) differentially expressed genes in KEGG pathways and GO‐enrichment analysis. Analysis of GO annotation pathways provides information based on the biological processes (BP), cellular components (CC), and molecular functions (MF).

### Mass spectrometry

For the quantitative comparison of WT and knockout cells, snap‐frozen cell pellets of 1 × 10^6^ cells were resuspended in 50 μl PBS followed by the addition of 50 μl of 1% SDS in 100 mM HEPES, pH 8.4 and protease inhibitor cocktail (Roche, #11873580001). Samples were heated to 95°C for 5 min and then transferred on ice. Samples were treated with benzonase (EMD Millipore Corp., #71206‐3) at 37°C for 1 h to degrade DNA. Protein concentrations were determined and adjusted to 1 μg/μl. 20 μg thereof were subjected to an in‐solution tryptic digest using a modified version of the single‐pot solid‐phase‐enhanced sample preparation (SP3) protocol 90, 91. Here, lysates were added to Sera‐Mag Beads (Thermo Scientific, #4515‐2105‐050250, 6515‐2105‐050250) in 10 μl 15% formic acid and 30 μl of ethanol. Binding of proteins was achieved by shaking for 15 min at room temperature. SDS was removed by 4 subsequent washes with 200 μl of 70% ethanol. Proteins were digested with 0.4 μg of sequencing grade modified trypsin (Promega, #V5111) in 40 μl HEPES/NaOH, pH 8.4 in the presence of 1.25 mM TCEP and 5 mM chloroacetamide (Sigma‐Aldrich, #C0267) overnight at room temperature. Beads were separated, washed with 10 μl of an aqueous solution of 2% DMSO, and the combined eluates were dried down. Peptides were reconstituted in 10 μl of H_2_O and reacted with 80 μg of TMT10plex (Thermo Scientific, #90111) label reagent dissolved in 4 μl of acetonitrile for 1 h at room temperature 92. Excess TMT reagent was quenched by the addition of 4 μl of an aqueous solution of 5% hydroxylamine (Sigma, 438227). Peptides were mixed to achieve a 1:1 ratio across all TMT channels. Mixed peptides were subjected to a reverse phase clean‐up step (OASIS HLB 96‐well μElution Plate, Waters #186001828BA) and subjected to an off‐line fractionation under high pH condition 90. The resulting 12 fractions were then analyzed by LC‐MS/MS on a Q Exactive Plus (Thermo Scientific) as previously described (PMID: 29706546). Briefly, peptides were separated using an UltiMate 3000 RSLC (Thermo Scientific) equipped with a trapping cartridge (Precolumn; C18 PepMap 100, 5 lm, 300 lm i.d. × 5 mm, 100 A°) and an analytical column (Waters nanoEase HSS C18 T3, 75 lm × 25 cm, 1.8 lm, 100 A°). Solvent A: aqueous 0.1% formic acid; Solvent B: 0.1% formic acid in acetonitrile (all solvents were of LC‐MS grade). Peptides were loaded on the trapping cartridge using solvent A for 3 min with a flow of 30 μl/min. Peptides were separated on the analytical column with a constant flow of 0.3 μl/min applying a 2‐h gradient of 2–28% of solvent B in A, followed by an increase to 40% B. Peptides were directly analyzed in positive ion mode applying with a spray voltage of 2.3 kV and a capillary temperature of 320°C using a Nanospray‐Flex ion source and a Pico‐Tip Emitter 360 lm OD × 20 lm ID; 10 lm tip (New Objective). MS spectra with a mass range of 375–1,200 m/z were acquired in profile mode using a resolution of 70,000 [maximum fill time of 250 ms or a maximum of 3e6 ions (automatic gain control, AGC)]. Fragmentation was triggered for the top 10 peaks with charge 2–4 on the MS scan (data‐dependent acquisition) with a 30‐s dynamic exclusion window (normalized collision energy was 32). Precursors were isolated with a 0.7 m/z window, and MS/MS spectra were acquired in profile mode with a resolution of 35,000 (maximum fill time of 120 ms or an AGC target of 2e5 ions).

Acquired data were analyzed using IsobarQuant 93 and Mascot V2.4 (Matrix Science) using a reverse UniProt FASTA Mus musculus database (UP000000589) including common contaminants. The following modifications were taken into account: Carbamidomethyl (C, fixed), TMT10plex (K, fixed), Acetyl (N‐term, variable), Oxidation (M, variable), and TMT10plex (N‐term, variable). The mass error tolerance for full‐scan MS spectra was set to 10 ppm and for MS/MS spectra to 0.02 Da. A maximum of 2 missed cleavages were allowed. A minimum of 2 unique peptides with a peptide length of at least seven amino acids and a false discovery rate below 0.01 were required on the peptide and protein levels 94.

### Mass spectrometry data analysis

The proteins.txt output file of IsobarQuant was analyzed using the R programming language. As a quality control filter, we only allowed proteins that were quantified with at least two different unique peptides. The “signal_sum” columns were used and annotated to the knockout (KO) and wild‐type (WT) conditions. Batch effects were removed using the limma package, and the resulting data were normalized with the vsn package (variance stabilization) 90. Limma was employed again to look for differentially expressed proteins between KO and WT. We classified proteins as hits with a false discovery rate (FDR) smaller 5% and a fold change of at least twofold. Candidates were defined with an FDR smaller 20% and a fold change of at least 50%.

### Statistical analysis

Statistical significance and *P*‐values were assessed by analysis of variance and Student's *t*‐tests using Prism software (GraphPad Software, La Jolla, CA). Error bars reflect SD. Following key is followed for asterisk placeholders for *P*‐values in the figures: ****P < 0.001 ***P < 0.001, **P < 0.01, *P < 0.05.

## Author contributions

EO and ENF‐K conceived the project and designed the experiments. EO conducted and analyzed all of the experiments except for the RNAseq analysis. SG and IHK performed and analyzed the RNAseq experiments. EO prepared the figures, and ENF‐K wrote the paper.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Centriolar satellites are required for efficient ciliogenesis and ciliary content regulation
**Source:** EMBO Rep. 2019 Apr 25;20(6):e47723. doi: 10.15252/embr.201947723
**Supplement:** Supplementary file 1 — Appendix

## **Table of Contents**

### **Appendix Figure S1. Expression of myc-PCM1 in IMCD3 PCM1 KO cells**

Appendix Figure S1

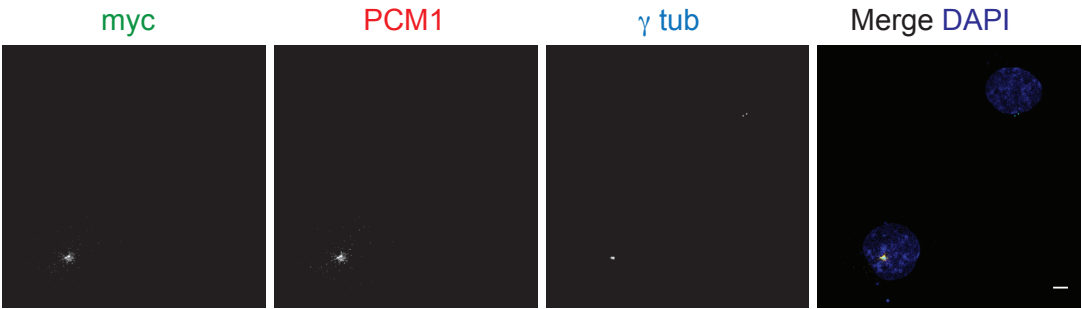

**Appendix Figure S1. Expression of myc-PCM1 in IMCD3 PCM1 KO cells**

Control and IMCD3 KO cells were transfected with myc-BirA\*-PCM1, fixed and stained with antibodies against myc, PCM1, gamma-tubulin. DNA was stained with DAPI. Scale bar, 5  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

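RNA sequencing of 8 samples was used: 2 libraries each of IMCD3 WT, IMCD3 PCM1 KO, RPE1 WT and RPE1 PCM1 KO cells, with paired reads of 100 bp. The authors trimmed the reads, mapped them with STAR to GRCm38 for mouse or hg38 for human, kept uniquely mapping reads and compared PCM1 KO with WT in each cell line with Cuffdiff. The FPKM values were estimated and scaled by the authors with Cuffdiff, which gives 1 value per gene and group. The groups in the authors' tables carry a number that the paper's text does not relate to the libraries, so that each value covers both libraries of a group was taken from the methods and could not be checked. The log2 fold changes were taken by Cuffdiff in the authors' deposited table as the log2 of the PCM1 KO value over the WT value, with no finite value where a group was at 0. The score is the test statistic that Cuffdiff gave in the authors' deposited table, and it was not used. The p-values and q-values were computed by the authors with Cuffdiff, and the q-values were adjusted with the Benjamini-Hochberg method over the genes tested. The fold changes of the authors' deposited short lists are ratios of the same group values, written above 1 with the direction beside them.

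The group values carry no value per library, so no test of differential expression, no standard deviation and no analysis with a library left out were made. The tables hold no counts, and the depth per library is unknown. An estimate of the fragments behind a value was made from the even spacing of the lowest values in genes with a single exon and a transcript of 600 to 4000 bases. The step between these values gave about 54.1 fragments per FPKM and kilobase in IMCD3 WT, 42.0 in IMCD3 PCM1 KO, 45.1 in RPE1 WT and 33.9 in RPE1 PCM1 KO cells. These numbers are estimates for a group as a whole, and cover counting error only. For each gene the length was that of its longest annotated transcript. The number of fragments is therefore too high where shorter transcripts were expressed. The authors set a minimum number of alignments for a gene to be tested. The number in the higher group alone therefore decides something only where it is more than 100 fragments, a limit set after the values were seen. For the other genes it was read against the number in the lower group, also after the values were seen.

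A gene passed the threshold with a fold change of at least 2 and a q-value under 0.05 among the genes tested. Ratios of single genes were computed from the FPKM values without a pseudocount, and a pseudocount of 1 was added where genes were summarized. Gene lists, 18 in all, were summarized by the median log2 ratio over genes with a value of at least 1 FPKM in either group. Each median was ranked among 10000 random lists of equal size drawn from 20 bins of mean expression, and a list below percentile 2.5 or above percentile 97.5 was counted as outside. Chromosomes were compared in the same way with 10000 random draws of as many genes from all chromosomes. The lists were Dataset EV1, the proteins measured by immunoblot, the Hedgehog pathway, the proteins labelled in Fig 8A, Fig 8C and Fig 8D, the unfolded protein response, heat shock, p53 targets, oxidative stress, the interferon response, autophagy and lysosomes, satellite components, intraflagellar transport and the BBSome, proliferation, epithelial genes and mesenchymal genes. Labels of Fig 8 were read by eye. Correlations of WT with PCM1 KO values are Pearson r across genes. Genes passing the threshold in both cell lines were matched by symbol and compared with Fisher's exact test, two-sided.

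Genes were named by a rule: Pcm1; the genes of Dataset EV1; each gene past the threshold in IMCD3; in RPE1, the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a value of at least 1 FPKM in either group; the genes of the proteins named for immunoblots, Hedgehog assays, Fig 8C and Fig 8D; and of other lists the genes past the threshold or with an unadjusted p-value under 0.05 and a 2-fold difference. Genes named outside this rule are said to be chosen after their values were seen.

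Segments of neighbouring genes were searched with a running median of 25 genes along each chromosome over tested genes with a value of at least 5 FPKM in either group. The limit was the 95th percentile of the largest running median in 500 permutations of the gene order. Stretches on the same side were joined within 2 windows; this was set to 1 window at first and changed after the first result was seen. The GC trend was removed by subtracting the median of each of 50 bins of GC content, and the length trend in the same way. GC content and length are those of the longest annotated transcript. Positions and biotypes were taken from GENCODE M21 for mouse and GENCODE 44 for human. The guide sequences were searched in all annotated transcripts of each species, and the human sequence in the hg38 genome.

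The alternatives tried were other thresholds, other minimum values, other pseudocounts, the Benjamini-Hochberg adjustment over genes with a value of at least 1 FPKM, the median of all genes subtracted, genes without failed estimates, the GC or length trend removed, and other windows for segments. The list, segment, chromosome and adjustment functions were tested on simulated data with known answers. The supplementary proteomics tables, held here in part, were not compared with the transcriptome by overlap or enrichment tests. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.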

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

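Among the tests in this part, those of GC content, chance order, a few strongly changed genes and copy number for the chromosome segments, of a response shared between the cell lines in either direction, of genes with more than 100 fragments, and of a minimum WT value in the authors' list were chosen only after the result was seen. The fragments of both groups were also compared for the remaining genes only after the values were seen.

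The paper does not report a transcriptome result for RPE1 cells, and the authors' deposited table of RPE1 holds 43 genes past the threshold of the paper's methods, 31 lower and 12 higher in PCM1 KO cells. Of these, 9 were listed at 0 in PCM1 KO and 1 in WT cells. Their q-values in the authors' deposited table lie between 0.0215 and 0.0495, and the next q-value is 0.0617. The column of the authors' deposited table that marks significant genes marks 0 genes, while the authors' short list holds 30 of the 43 genes. An unadjusted p-value under 0.05 was given to 376 genes in the authors' deposited table. The noncoding gene ENSG00000223812 with 12.3 FPKM and SHC2 with 1.25 FPKM in WT were listed at 0 in PCM1 KO cells. The largest finite falls were those of PTGFRN with a log2 ratio of -7.05, LINC01224 with -5.71, FAM129A with -4.84, CCDC152 with -4.44 and KRT81 with -4.29. The largest rises were those of PTGES with a log2 ratio of 3.45, LINC01411 with 3.27, SAMD9 with 2.67, GLDC with 2.49 and SERPINB2 with 2.41. RPE1 fold changes fall with GC content, but all 43 genes kept a 2-fold difference in the same direction after this trend was subtracted. For the genes with a finite ratio this argues against the trend as their whole cause. The genes listed at 0 in 1 group have no finite ratio, so the subtraction cannot decide for them. The smallest number of fragments estimated for the higher group of a gene was 16.0, but the authors' comparison set a minimum number of alignments for a gene to be tested, so this smallest number says nothing about sampling of few fragments. An estimate of more than 100 fragments in the higher group, far above that minimum, was found for 37 of the 43 genes. Within the limits of the estimates, which use the longest transcript of each gene, this argues against sampling of few fragments for these 37. The other 6 were listed at 0 in 1 group. Apart from the gene with 16.0, they had between 34.7 and 89.9 fragments in WT and 0 in PCM1 KO cells. Gaps of this size argue against counting error alone for them, within the limits of the estimates. Sampling of few fragments stays open for the gene with 16.0. Variation between libraries was not tested, since the tables hold 1 value per group. Of the 43 genes, 9 were tested in IMCD3 cells, and 1 of these changed the same way there with an unadjusted p-value under 0.05. With so few genes tested, a response to loss of PCM1 shared with IMCD3 cells and a difference between the RPE1 cells compared cannot be told apart for the RPE1 genes. In the other direction, 13 of the IMCD3 genes past the threshold other than Pcm1 were tested in RPE1 cells, and 0 of them changed the same way with an unadjusted p-value under 0.05 in the authors' deposited table, with a median log2 ratio of 0.02, which argues against a response of these genes shared with RPE1 cells. Differences between the PCM1 KO and the WT control cells that are unrelated to PCM1 stay open and were not tested.

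In IMCD3 cells 7 genes past the threshold are outside Dataset EV1, among them Gm6166, Fbxo17, Nudt7, Gspt2, Gm42752 and Col11a1. Of these, 6 have a WT value under 1 FPKM, and the genes in Dataset EV1 have WT values of at least 1.22 FPKM. A minimum WT value of 1 in the authors' list is a candidate explanation for these 6 genes, and it leaves Gm6166 open. Over both cell lines, 3 of the 20 genes outside the authors' lists have a WT value over 1 FPKM: Gm6166, LINC01224 and ENSG00000223812. Such a minimum therefore may not be the whole rule. The smallest number of fragments estimated for the higher group of these 7 genes was 26.8, in Gm42752. The minimum number of alignments for testing again keeps this number from deciding anything on its own. Of the 7 genes, 3 had an estimate of more than 100 fragments in the higher group. Within the limits of the estimates, this argues against sampling of few fragments for these 3. Nudt7 lies nearest the limit, with an estimate of 135 from its longest transcript. The other 4 had between 26.8 and 73.0 fragments in WT and 0 in PCM1 KO cells. Gaps of this size argue against counting error alone for these 4, within the limits of the estimates. Whether these genes differ through loss of PCM1 or through another difference between the PCM1 KO and the WT control cells was not tested.

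In IMCD3 cells 6 chromosome segments held neighbouring genes shifted together, in data that the paper does not discuss by position. Along 8908 genes in order, 5 segments were higher and 1 was lower in PCM1 KO cells, and they covered 372 genes. On chromosome 5, 108 genes from 136248135 to 148399904 had a median log2 ratio of 0.49 relative to all genes, and 45 genes from 74535449 to 93206495 had a median of -0.58. On chromosome 3, 65 genes from 94310089 to 100685503 had a median of 0.40 and 15 genes from 54692807 to 58557501 had a median of 0.39. On chromosome 15, 62 genes from 94577951 to 102436404 had a median of 0.25, and on chromosome 18, 77 genes from 10617775 to 36515805 had a median of 0.20. None of the 16 genes past the threshold lies in a segment, while 15 of the 100 genes with an unadjusted p-value under 0.05 in the authors' deposited table and a value of at least 5 FPKM do. Mib1 of the immunoblot list and Ift22 of the intraflagellar transport list lie in segments, Ift22 being named after its values were seen, but Mib1, which starts at 10725548, falls outside with the GC trend or the length trend removed, where the segment on chromosome 18 starts at 16588877. The number of segments was 6 after the GC content of the transcripts was removed and 6 after the length of the transcripts was removed, which argues against both trends. It was 7 with a pseudocount of 0.1 and 7 with stretches joined within 1 window, 8 with a minimum value of 1 FPKM, 5 with a window of 15 genes and 9 with a window of 51 genes. Segments were also sought in every other gene, and in 5 of the 6 found the genes held out shifted the same way beyond 95% of random draws, which argues against chance order of genes along the chromosomes for the 5 segments found again. The exception, on chromosome 3 from 51483920 to 53261679, had 2 genes held out and does not overlap the segment of 15 genes on that chromosome. That segment was not found again, and its strongest running median of 0.251 lies under the largest permuted one of 0.255, so chance order stays open for it. Of the 149 genes held out, 96.0% lay on the side of their segment's shift, which argues against a few strongly changed genes in each segment, apart from the segment not found again. In all 5 segments with at least 10 genes held out, the less and the more highly expressed of these genes shifted the same way. The shifts of these 5 segments are consistent with a difference in copy number between IMCD3 PCM1 KO and WT cells, as a hypothesis. DNA was not measured here, and whether such a difference would come from the selection of a single clone or from the editing was not tested.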

How the results depend on the processing

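No test in this part was chosen only after the result was seen, apart from the alternatives named as chosen after seeing the data. The thresholds, gene lists, pseudocounts, minimum values and the alternatives not so named were set before the data were examined. No paired analysis was possible because the tables hold 1 value per group; for the same reason the alternatives that leave out each replicate in turn and the replicate block were not run. The depth per library is unknown, which limits the values near 0 and the genes listed at 0.

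The number of IMCD3 genes past the threshold was 16. It was 128 with a log2 fold change over 1.5 and an unadjusted p-value under 0.05, and 202 with a fold change of at least 2 and an unadjusted p-value under 0.05, since no adjustment is then made. It was 8 among genes above 0 in both groups, which leaves out the genes listed at 0, and 10 among genes with a value of at least 1 FPKM in WT, an alternative chosen after seeing the data. It was 0 with the Benjamini-Hochberg adjustment over genes with a value of at least 1 FPKM, where 198 genes had an unadjusted p-value under 0.05; the smallest q-value was then 0.0523, as fewer genes share the smallest p-value. The other alternatives gave 11 or 16. The number of RPE1 genes was 43, and it was 185, 272 and 27 with the same 3 changes of the p-value limit or adjustment.

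Across genes, r in IMCD3 was 0.993 and became 0.984 with a pseudocount of 0.1 and 0.982 over genes with a value of at least 1 FPKM. In RPE1 it was 0.988 and became 0.976 and 0.972 under these settings, and 0.991 without genes whose estimate failed, chosen after seeing the data. The cause was not tested.

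Of the IMCD3 gene lists, the Hedgehog median moved from -0.17 to -0.048 and the oxidative stress median from -0.15 to 0.11 when every gene above 0 was used, since more genes then enter the list. The interferon median was -0.20 with a pseudocount of 0.1 and -0.15 with every gene above 0, and both lay inside the middle 95% of random lists, at percentiles 3.70 and 3.80. The satellite component median was 0.049 with every gene above 0, and 0.067 without genes whose estimate failed and 0.062 with the GC trend removed, both chosen after seeing the data; all 3 lay inside the middle 95%, while the list stayed outside with a pseudocount of 0.1 and with a minimum of 5 FPKM. The cause was not tested. Subtracting the median of all genes cannot move a list against random lists, so it is not counted here. Over the 18 IMCD3 lists, 81 comparisons with an alternative kept their result, 3 moved, 5 came inside the middle 95% and 1 went outside it; over the RPE1 lists, 85 kept it, 1 moved, 2 came inside and 1 went outside.

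With the GC trend removed, chosen after seeing the data, the number of RPE1 chromosome medians outside the random draws was 5 in place of 14, and the medians of chromosome 5 and chromosome 17 reversed to -0.025 and 0.015. The subtraction of the trend is what differs between these values. The number of genes called in both cell lines was 0, and 10 with a fold change of at least 2 and an unadjusted p-value under 0.05, since more genes are then called. Of 147 single genes, 14 fell below a 2-fold difference with at least 1 of the pseudocounts. A pseudocount added to both values cannot reverse a direction, so reversals are not counted here. Over single genes, chromosomes, segments and the lists not named in this part, 28 results were weaker in at least 1 alternative, 2 were stronger and 3 moved.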

Differences from the paper's values

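No test in this part was chosen only after the result was seen, apart from the minimum of 1 FPKM in WT. The paper's text gives 8 differentially regulated genes in IMCD3 PCM1 KO cells, and 16 genes passed the threshold here. Dataset EV1 of the paper lists 9 genes, against the same 16. Pcm1, the edited gene, is among these 9, and leaving it out gives the 8 of the paper's text. The paper does not say whether Pcm1 was left out. Among the alternatives set before the data were examined, 3 came within 1.5 times of both of the paper's values: 8 genes with a value above 0 in both WT and PCM1 KO, 11 genes with a value of at least 1 FPKM in WT or PCM1 KO, and 11 genes with the fold change of the value with 1 added. The number of 8 genes with a value above 0 in both groups equals the paper's 8 as a count, but these genes include Col11a1, which is not in Dataset EV1, and leave out Tsnax and Prkd1, which are in it. The other alternatives set before the data were examined did not come within this range. These were a log2 fold change over 1.5 with an unadjusted p-value under 0.05 (128 genes), a fold change of at least 2 with an unadjusted p-value under 0.05 (202 genes), and the Benjamini-Hochberg adjustment over genes with a value of at least 1 FPKM (0 genes). A log2 fold change over 1.5 with a q-value under 0.05, a fold change over 1.5 with a q-value under 0.05, a q-value under 0.05 with no limit on the fold change, the fold change of the value with 0.1 added, and each gene symbol counted once gave 16 genes each. A minimum of 1 FPKM in WT, chosen after seeing the values, gave 10 genes.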

Other observations

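Among the tests in this part, those of whole chromosomes for the GC trend and of the merged locus were chosen only after the result was seen.

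The genes of the proteins labelled as lower in IMCD3 PCM1 KO cells in Fig 8A had a median log2 ratio of -0.21 over 55 genes, below every one of the 10000 random lists, with 39 genes lower and 16 higher. In the authors' deposited table, 14 of the 58 tested genes of this list had an unadjusted p-value under 0.05; 3 passed when adjusted over the list alone and 1, Pcm1, over all genes tested. Among them Thbs1 went from 183 to 83.7 FPKM, Fst from 88.7 to 38.7 FPKM and Cdh1 from 1.81 to 0.345 FPKM, while Ptgs2 went from 17.1 to 37.6 FPKM. The median was -0.21 after the trend with the GC content of the transcripts was subtracted, still outside random lists. Of the genes, 70.9% were lower, and the 44 genes within 2-fold had a median of -0.16, which argues against a few strongly changed genes as the whole cause. A shift of mRNA together with these proteins may be biological, as a hypothesis. Of this list 2 genes, Dclk1 and Dsc2, named after their values were seen, lie in the shifted chromosome segments. Their log2 ratios were -0.65 for Dclk1 and 0.24 for Dsc2, so the segments cannot account for the fall of the list. In RPE1 cells the same list had a median of -0.20 over 33 genes, at percentile 0.03, and 0 genes passed when adjusted over the list alone; with every gene above 0 included the median was -0.0086, inside the middle 95% of random lists.

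The genes of the proteins labelled as higher in Fig 8A had a median of -0.07 over 21 genes in IMCD3, at percentile 28.5; in the authors' deposited table 1 gene, Lrp2, passed when adjusted over the list alone and 0 over all genes tested. Gpd1, Fmnl3 and Mettl7a1 of this list, also named after their values were seen, lie in the shifted segments. The centrosome proteins of Fig 8C had a median of 0.03 over 14 genes, at percentile 87.2, and those of Fig 8D a median of -0.05 over 7 genes, at percentile 33.3, with 0 genes adjusted over the list alone in either. The epithelial genes had a median of -0.02 over 9 genes, at percentile 46.3, and a median of -0.19, outside random lists, with every gene above 0 included, and the mesenchymal genes a median of -0.07 over 11 genes, at percentile 15.7. In the authors' deposited table 2 genes of each of these lists passed when adjusted over the list alone and 0 over all genes tested. Acta2 went from 9.26 to 1.82 FPKM.

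In RPE1 cells 7 of the 18 lists lay outside the middle 95% of random lists. Apart from the Fig 8A list these were the unfolded protein response with a median of -0.35 and 13 of 14 genes lower, p53 targets with -0.22, autophagy and lysosomes with -0.27 and 10 of 10 genes lower, proliferation with 0.24 and 11 of 12 genes higher, epithelial genes with -0.47 over 5 genes and mesenchymal genes with -0.28 over 14 genes. With every gene above 0 included, the epithelial median was 0.025 and inside random lists; apart from it and the Fig 8A list, these lists stayed outside under each alternative run that could move a list against random lists, which the subtracted median of all genes cannot. The mesenchymal list includes FN1, chosen after its values were seen, whose estimate was skipped and which was listed at 0 in WT and 2601 FPKM in PCM1 KO cells. The other 11 lists lay inside, with medians of 0.08 for the immunoblot proteins, -0.10 for the Hedgehog pathway, 0.08 for Fig 8C, -0.11 for Fig 8D, 0.01 for the proteins labelled as higher in Fig 8A, 0.05 for heat shock, 0.12 for oxidative stress, -0.01 for the interferon response, 0.09 for satellite components, -0.02 for intraflagellar transport and the BBSome, and -0.00 for the genes of Dataset EV1. The difference between the cell lines was not tested.

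Of 9202 symbols tested in both cell lines, 14 passed the threshold in IMCD3, 9 in RPE1 and 0 in both, where 0.0137 were expected (Fisher's exact test, two-sided, p = 1). With a fold change of at least 2 and an unadjusted p-value under 0.05, 10 were shared where 0.969 were expected (Fisher's exact test, two-sided, p = 3.71e-08), and 6 of these changed in the same direction. Genes are not independent replicates, so this p-value does not stand for a number of independent samples. The 10 symbols are ACTA2, ATOH8, COL11A1, COL4A1, COL4A4, IGFBP5, PCM1, PODXL, SYTL2 and TGM2, named after their values were seen. PCM1, edited in both cell lines, is among the 10 and among the 6, so its overlap follows from the design. Whether directions agree more often than by chance was not tested, so the overlap does not show a shared response. Col11a1 rose in IMCD3, while COL11A1 fell from 3.82 to 0.0808 FPKM in RPE1 PCM1 KO cells.

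In RPE1 cells the log2 ratio fell with the GC content of the transcript, with a Spearman correlation of -0.42 across 9129 genes, against -0.06 in IMCD3 cells; this is a correlation across genes, which are not independent replicates. The fifth of genes with the lowest GC content had a median of 0.10 and that with the highest a median of -0.19. Within single chromosomes the median correlation was -0.40, and the highest, in 1 of 23 chromosomes, was -0.02, which argues against a difference in copy number of whole chromosomes. Among transcripts of like length the correlation was -0.30 or lower, which argues against the length of the transcripts. It was -0.40 in the less and -0.44 in the more expressed genes. GC bias in library preparation or sequencing and a biological difference in genes of low or high GC content cannot be told apart, since each group has 1 value per gene. After the trend was removed, 0 of the 4 segments found in RPE1 cells were left.

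The chromosome medians lay outside random draws for 9 of 20 chromosomes in IMCD3, with the highest at 0.14 on chromosome 18 and the lowest at -0.10 on chromosome 16, and for 14 of 23 in RPE1, with the highest at 0.12 on chromosome 18 and the lowest at -0.13 on chromosome 19. Over tested genes with a value of at least 5 FPKM, 12 RPE1 chromosomes lay outside. The number was 2 with the GC trend removed, a setting chosen after seeing the data. Most of the RPE1 shifts therefore go with GC content. In IMCD3 the number was 9 before and 9 after the trend was removed. Chromosome 18 of IMCD3 holds 1 of the shifted segments. No biological explanation was tested for the medians.

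In IMCD3 cells 210 of the 215 genes whose estimate was skipped share a single locus on chromosome 8 from 119910360 to 124345724 and are listed at 0 in both groups. They include 74 protein-coding genes, among them Cox4i1, Rpl13, Aprt and Map1lc3b, named here after their values were seen. Failed estimates in a merged locus are a candidate explanation for these zeros, and no biological explanation was tested. The values of these genes were therefore not read as absence of expression.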
